# Intravenous immunoglobulin enhances intestinal stem cell regeneration to mitigate radiation-induced enteritis via promoting β-catenin nuclear translocation

**DOI:** 10.1016/j.stemcr.2026.102934

**Published:** 2026-06-04

**Authors:** Jia He, Tiancheng Chu, Ping Fu, Peng Jiang, Li Ma, Fengjuan Liu, Xi Du, Zhenni Xu, Jun Xu, Lu Cheng, Changqing Li, Dengqun Liu, Zongkui Wang

**Keywords:** radiation-induced enteritis, intravenous immunoglobulin, intestinal stem cells, β-catenin, tissue repair, radioprotection, enteroids, LGR5, OLFM4

## Abstract

Radiation-induced enteritis (RIE), a common adverse effect after radiotherapy for pelvic, abdominal, and retroperitoneal tumors, has no effective treatment. Our previous study showed that intravenous immunoglobulin (IVIg) ameliorated radiation toxicity. Here, we investigated the role of IVIg in enhancing intestinal stem cell (ISC) regeneration to mitigate RIE and its underlying mechanism. In a mouse RIE model, IVIg improved tissue repair, reduced intestinal epithelial apoptosis and pyroptosis, decreased inflammatory factors, enhanced antioxidant capacity, and alleviated DNA damage. Notably, IVIg promoted the proliferation of OLFM4^+^ and LGR5^+^ ISCs in crypts and mitigated radiation-induced enteroid damage *in vitro*. Lineage tracing revealed that IVIg enhanced LGR5^+^ ISCs and their daughter cell survival. Mechanistically, IVIg promoted β-catenin nuclear translocation, and the β-catenin inhibitor MSAB diminished IVIg’s radioprotective effects. Collectively, IVIg combats RIE by enhancing ISC regeneration via β-catenin nuclear translocation, highlighting its potential as an RIE therapeutic candidate.

## Highlights

• IVIg protects Olfm4+ and Lgr5+ ISCs from radiation injury
• IVIg attenuated inflammatory response, oxidative stress, and DNA damage after TAI exposure
• IVIg protects irradiated mice via β-catenin activation and nuclear translocation

## Introduction

Ionizing radiation exposures, such as those due to nuclear accidents, nuclear explosions, and radiotherapy, can cause serious damage to health. The extent of radiation-induced damage depends on the exposure dose, beam type, and radiosensitivity of the target organ (Gandle et al., 2020; Toullec et al., 2018). The gastrointestinal tract, especially the intestinal epithelium, is highly sensitive to radiation exposure, and humans who receive accidental exposure usually suffer from radiation-induced enteritis (RIE) (Bensemmane et al., 2021; Kwak et al., 2021). Radiotherapy in patients with pelvic, abdominal, and retroperitoneal tumors frequently results in either acute or chronic RIE, causing damage to the small or large intestine to different extents (Bhutta et al., 2023). It has been reported that approximately 20% of patients undergoing radiotherapy exhibit clinical symptoms of RIE, including abdominal pain, diarrhea, and malabsorption, which seriously limit the radiotherapy course (Loge et al., 2020). Although numerous studies have explored radioprotective agents, such as antioxidants, growth factors, and small chemical molecules, specific and effective treatments for RIE are still lacking, and physicians can merely alleviate the clinical symptoms of RIE (Fu et al., 2021; Rao et al., 2021; Wang et al., 2022; Xiao et al., 2020). Thus, developing new drugs for RIE treatment is urgently needed.

The pathophysiology of RIE has been extensively studied over the past decades. However, the underlying mechanism is complex and remains elusive (Fan et al., 2022). The intestinal epithelium with a single-layer structure undergoes vigorous renewal and is completely renewed within 3–5 days, which is attributed to the proliferation and differentiation of intestinal stem cells (ISCs) (Clevers, 2013; Gregorieff et al., 2015; Zhu et al., 2022). Wnt/β-catenin signaling is pivotal to both homeostatic maintenance and regeneration of ISCs, and it has been found that the Wnt protein can bind to ISC surface receptors, which leads to the nuclear translocation of β-catenin (de Lau et al., 2014; Yan et al., 2017). Through this pathway, ISCs can support the rapid self-renewal and regeneration of the intestinal epithelium. It has been shown that after intestinal irradiation, the downregulation of β-catenin signaling by damaging ISC regulatory factors in cryptal and mesenchymal cells can lead to impaired regeneration of the intestinal epithelium (Jun et al., 2016; Yang et al., 2021). Thus, activating Wnt/β-catenin signaling in the injured intestine may stimulate the proliferation and differentiation of ISCs, which ultimately promote the repair and regeneration of the intestinal epithelium (Lee et al., 2018; Lindemans et al., 2015).

Intravenous immunoglobulin (IVIg), which is a therapeutic preparation of IgG derived from pooled plasma from thousands of healthy blood donors, contains a broad spectrum of various antibodies and exhibits the dual function of immune replacement and immune regulation. The main component of IVIg is IgG, which can recognize and bind to diverse pathogen antigens, activate the complement system, promote the macrophage response, and neutralize viruses and toxins (Howard et al., 2017; Willison et al., 2016). As approved by the US FDA, IVIg is used as a first-line treatment for a variety of autoimmune and inflammatory diseases. IVIg has been widely used clinically for the treatment of Guillain-Barre syndrome, myasthenia gravis, multifocal motor neuropathy, immune thrombocytopenia, and Kawasaki disease, and it is also used in selected cases of multiple sclerosis (Bussel et al., 2021; Ganigara et al., 2021; Gibbons and Klein, 2021; Howard et al., 2017; Willison et al., 2016; Zuercher et al., 2016). Furthermore, IVIg may be a potential therapeutic for refractory inflammatory bowel disease, as numerous studies have demonstrated its efficacy in treating dextran sulfate sodium-induced colitis in mouse models (Charlet et al., 2019; Kozicky et al., 2019; Levine et al., 1992). However, the effects of IVIg on radiation-induced intestinal injuries remain largely unexplored. Our previous study showed that IVIg alleviated radiation toxicity, including hematopoietic and gastrointestinal tract injuries, by regulating the gut microbiota (Wang et al., 2023). Moreover, we demonstrated that IVIg protected the integrity of the intestinal epithelial barrier and inhibited ferroptosis induced by radiation exposure (He et al., 2024). Nevertheless, the effect of IVIg on ISCs afflicted with radiation-induced intestinal injury in mice and the underlying mechanism of action are still unclear.

In the present study, we found that IVIg augmented the regeneration of ISCs and promoted recovery of the intestinal epithelium in RIE mice. The results showed that IVIg alleviated RIE by reducing apoptosis and pyroptosis in intestinal epithelial cells, promoting crypt regeneration, and alleviating DNA damage. In addition, IVIg rescued OLFM4^+^ and LGR5^+^ ISCs from radiation toxicity. Finally, the classical nuclear translocation of β-catenin played a pivotal role in IVIg-mediated intestinal regeneration after radiation-induced injury. To our knowledge, this study is the first on the regulation of ISC function after RIE by IVIg, and it suggests a novel and effective medical countermeasure to mitigate RIE in clinical practice.

## Results

### IVIg mitigates radiation-induced intestinal toxicity in mice

To investigate the effect of IVIg on RIE, we first established a mouse model of 12 Gy single-dose total abdominal irradiation (TAI). 250, 500, and 1,000 mg/kg doses of IVIg were defined as IVIg-L, IVIg-M, and IVIg-H, respectively. We found that a moderate dose of 500 mg/kg was sufficient to preserve body weight and intestinal length in irradiated mice (Figures S1A and S1B). As shown in Figure 1A, C57BL/6J mice received an intravenous injection of IVIg at 500 mg/kg within 1 h of 12 Gy TAI, followed by repeated injection every three days. Compared with the control group, the TAI group exhibited a significant reduction in small intestine length, whereas IVIg treatment markedly increased the small intestine length (Figures 1B and 1C). The regenerative effects of IVIg on the intestine were further examined by microscopic analysis of the villus-crypt axis. The IVIg-treated mice showed improved crypt architecture and restored crypt depth compared with the TAI group on days 3 and 6, which indicated mitigation of radiation-induced intestinal damage (Figures 1D and 1E). Both prophylactic (1 h before irradiation) and therapeutic (1 h after irradiation) intravenous administration of IVIg conferred consistent protective effects (Figures S1C and S1D). Furthermore, IVIg administration significantly decreased the number of cleaved caspase-3^+^ (CC3) crypt cells on day 1 post-TAI, demonstrating that IVIg prominently suppressed cell apoptosis in the crypts (Figures 1F and 1G). On day 3, the TAI group showed a substantial increase in gasdermin D-positive (GSDMD^+^) cells in the whole intestinal epithelium, whereas the shear band of N‑terminal fragment of gasdermin D (GSDMD-N) was markedly increased in intestinal crypts. Remarkably, IVIg administration significantly mitigated pyroptosis in the intestinal epithelium (Figures 1H and 1I). Collectively, these results underscored the protective efficacy of IVIg in mitigating intestinal toxicity caused by TAI.

**Figure 1:**
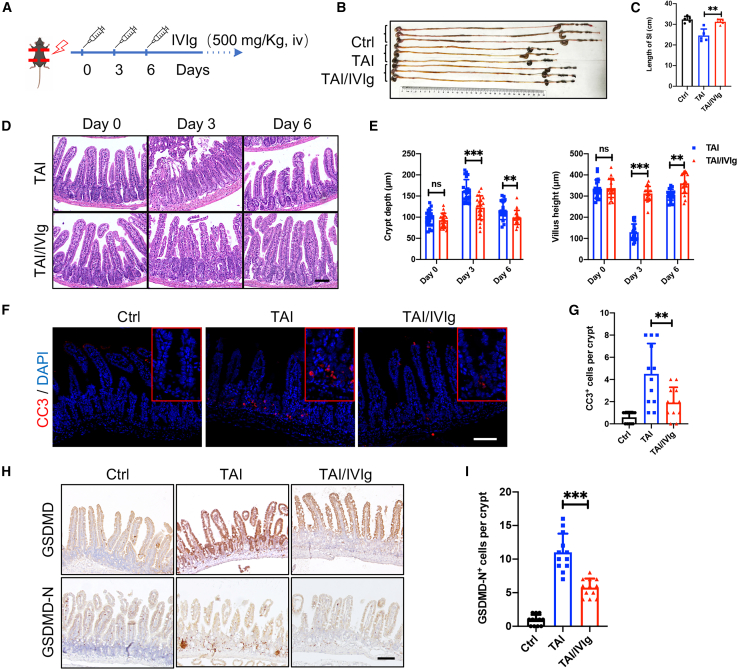
IVIg mitigates radiation-induced intestinal toxicity in mice (A) 12 Gy TAI irradiation and administration regimen. (B) Comparison of intestinal gross morphology on day 3 after TAI. (C) Statistical analysis of small intestinal length on day 3 after TAI, *n* = 5. (D) Representative images of small intestinal H&E staining on days 0, 3, and 6 after TAI (scale bars, 100 μm). (E) Statistical analysis of crypt depth and villus height in mouse small intestine; *n* > 15 crypts/villi per group. (F) Representative images of CC3 staining in small intestinal crypts on day 1 after 12 Gy TAI (scale bars, 100 μm). (G) Comparison of the number of CC3-positive cells in mouse crypts; *n* = 12 crypts. (H) Immunohistochemical staining of GSDMD and GSDMD-N in mouse small intestine on day 3 after TAI (scale bars, 100 μm). (I) Quantitative comparison of GSDMD-N-positive cells; *n* = 12 crypts. ^∗∗^, *p <* 0.01; ^∗∗∗^, *p <* 0.001; ns, not significant.

### IVIg mitigates the inflammatory response, oxidative stress, and DNA damage induced by TAI

Radiation injury usually triggers systemic inflammatory reactions and oxidative stress. On day 2 after TAI, it was found that the IVIg-treated mice had longer small intestines than the control mice, and inflammatory exudate was clearly observed in the intestinal lumen of the TAI mice but not in the TAI/IVIg group (Figure 2A). This finding implied that IVIg might be capable of alleviating inflammation and oxidative stress after TAI. Therefore, we subsequently examined the levels of inflammatory factors and antioxidants using ELISA. The results demonstrated that IVIg significantly decreased the elevated levels of interleukin 1β (IL-1β), IL-6, and IL-17 and interferon γ (IFN-γ) in the small intestines of the TAI mice (Figure 2B). Compared with those in the untreated group, the superoxide dismutase (SOD)and glutathione (GSH) levels were significantly decreased in the TAI group and significantly ameliorated by IVIg treatment (Figure 2C), suggesting that IVIg could attenuate RIE by reducing oxidative stress. Additionally, DNA damage was analyzed in the TAI and TAI/IVIg groups. Strong 8-hydroxy-2′-deoxyguanosine (8-OHdG) staining was observed at 24 h in the TAI group, whereas staining was significantly reduced in the TAI/IVIg intestine (Figure 2D). Moreover, γH2AX^+^ signals were obviously increased in the crypts at 24 h after TAI, indicating severe DNA damage, but there was a significant decrease in γH2AX signals in the crypts of mice receiving IVIg treatment (Figures 2E and 2F). A significant increase in the number of TUNEL^+^ cells was observed in the crypts at 24 h after TAI, but the number decreased in the IVIg-treated group, indicating that IVIg mitigated radiation-induced apoptosis in the crypts (Figures 2G and 2H).

**Figure 2:**
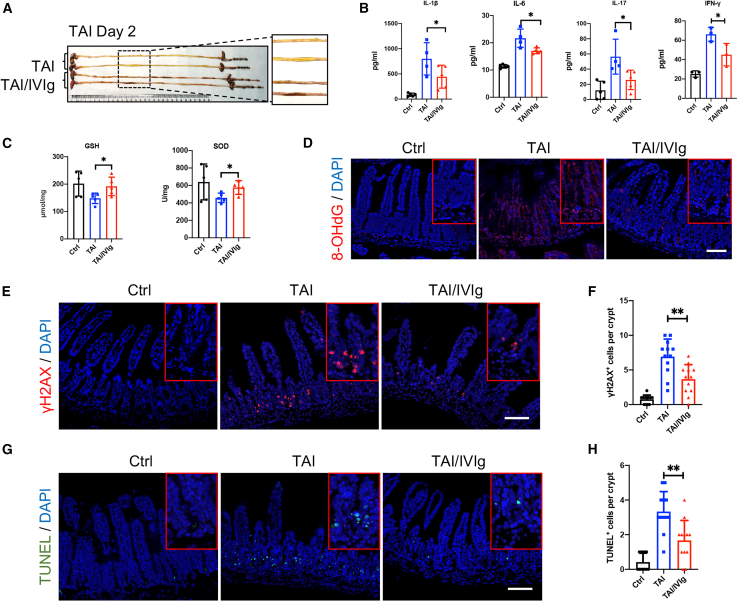
IVIg attenuated intestinal inflammatory oxidative stress and reduced DNA damage and apoptosis after TAI treatment (A) Intestinal bright-field images on day 2 after TAI, *n* = 5. (B) ELISA of IL-1β, IL-6, IL-17, and IFN-γ levels in small intestinal tissues on day 2 after TAI (*n* = 4 or 5). (C) Intestinal oxidative stress levels on day 2 after TAI. (D) 8-OHdG immunofluorescence staining on day 2 after TAI (scale bars, 100 μm). (E) Immunofluorescence staining of γH2AX-positive cells in small intestinal crypts on day 1 after TAI (scale bars, 100 μm). (F) Quantification of γH2AX-positive cells in mouse small intestinal crypts on day 1 after 12 Gy TAI; *n* > 10 crypts. (G) Representative images of TUNEL-positive cells on day 1 after TAI (scale bars, 100 μm). (H) Quantification of TUNEL-positive cells in mouse crypts; *n* > 10 crypts per group. ^∗^, *p <* 0.05; ^∗∗^, *p <* 0.01.

Collectively, these data demonstrate that IVIg reduces radiation-induced inflammation, oxidative stress, DNA damage, and cell apoptosis, and, thus, IVIg treatment improves the microenvironment for ISC survival, which is necessary for the rapid regeneration of the intestinal epithelium after RIE.

### IVIg promotes proliferation and maintains epithelial lineages in the small intestine after radiation-induced injury

Ki67 immunohistochemistry (IHC) staining showed that Ki67^+^ crypt cells decreased on day 1 after TAI and recovered gradually by days 3 and 6. IVIg treatment markedly increased Ki67^+^ cells, especially proliferative ISCs, at the crypt base (red arrows, Figure 3A). Statistical results are consistent with this trend (Figure 3B). Intestinal tissues were collected 90 min after BrdU injection for BrdU immunofluorescence (IF) staining. Clear BrdU^+^ crypt cells were observed in the control group, whereas their number was markedly decreased in the TAI group on day 3 after TAI. IVIg treatment significantly increased the number of BrdU^+^ cells in the crypts, suggesting that IVIg promotes DNA synthesis and cell proliferation following TAI-induced intestinal injury (Figures 3C and 3D). IVIg administration also increased the number of goblet cells (PAS^+^) in the villi of the TAI/IVIg mice compared with that in the TAI group on day 3 after irradiation (Figures 3E and 3F). Similarly, the mice in the TAI/IVIg group showed significant increases in the numbers of both Paneth cells (LYSOZYME^+^) and absorptive epithelial cells (FABP1^+^) compared with those in the TAI group (Figure 3G). The number of CgA^+^ (chromogranin A) cells was significantly reduced 3 days after TAI. IVIg treatment contributed to a significant recovery in the number of CgA^+^ cells (Figure S2). 

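The transcriptome data came from jejunal tissue of 9 mice, taken on day 3. There were 3 untreated control mice, 3 mice given 12 Gy of total abdominal irradiation (TAI group), and 3 mice given 12 Gy of TAI and 500 mg/kg of intravenous immunoglobulin (TAI/IVIg group). Intestinal RNA was sequenced by a company, and the authors deposited a value per gene and mouse as fragments scaled to gene length and library total (FPKM), a unit that divides the reads of a gene by its length and by the total of its library. The paper's text does not name the aligner, the genome build, the annotation or the filter behind these values. The table lists 31685 Ensembl mouse gene identifiers, of which 31146 were paired with a symbol. Low FPKM values were whole multiples of what a single read is worth, and 100% of the values came out as whole reads, which gave the depth of each library. The recovered totals ran from 17310189 to 17670203 reads in the control mice (median 17376441), from 16282129 to 18241963 in the TAI mice (median 17131591) and from 16768741 to 17981349 in the TAI/IVIg mice (median 16988801). The FPKM values were taken as deposited, and log2(FPKM + 1) was compared between groups with limma, with a term for each group and a spread shared by all 9 mice. The test covered 13056 genes with an FPKM of at least 1 in at least 3 mice, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low values. In simulated reads with 200 changed genes, the same steps called 175 of them, and 16 unchanged genes, among 13027 genes tested. The changed genes had a mean FPKM of at least 5 and an absolute log2 fold change over 1. How many smaller changes, or changes of genes with lower FPKM, would be called was not tested. Gene lists were compared with limma's camera test with a preset correlation of 0.01, and with 3 mice against 3 a two-sided exact permutation test cannot go below p = 0.10. The median log2 fold change of all tested genes was -0.13 in TAI/IVIg against TAI and -0.235 in TAI against control. The paper states that the differentially expressed genes (DEGs) were screened with an online analysis system, and its text names no test or threshold for them.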

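Fig. 3H shows 13 genes, all of which were among the genes tested. Their median log2 fold change in TAI/IVIg against TAI was -0.29, with 2 genes higher (Cpeb2 and Pik3r1) and 11 lower. The camera test gave p = 0.524 for this list, against 0.152 with fry, another limma list test, and 0.707 with the correlation estimated from the data. None of the 13 genes had an adjusted p under 0.05 over all genes tested, and 0 passed when adjusted over the list alone, which would not be independent evidence if the list was chosen on these mice, and the paper does not state how it was chosen. A single gene (Tff3) had an unadjusted p under 0.05. Of the proliferation genes, Mki67 (ENSMUSG00000031004) was at 0.871 ± 0.155 FPKM (SD, n = 3) in the TAI mice, from 136 to 172 reads, and at 0.526 ± 0.294 FPKM (SD, n = 3) in the TAI/IVIg mice, from 55 to 147 reads. Its log2 fold change was -0.31 (standard error 0.28, limma adjusted p = 0.627), within the spread between mice, and -0.20 without TAI/IVIg mouse 1. Top2a (ENSMUSG00000020914) was at 0.962 ± 0.432 FPKM (SD, n = 3) in TAI and 0.371 ± 0.421 FPKM (SD, n = 3) in TAI/IVIg, a log2 fold change of -0.54 (standard error 0.39, limma adjusted p = 0.543). For Mcm5 (ENSMUSG00000005410) the means were 1.08 ± 0.376 and 0.528 ± 0.628 FPKM (SD, n = 3 in each group), while Smarca4 (ENSMUSG00000032187) had a log2 fold change of -0.305 (standard error 0.17, limma adjusted p = 0.448). Pcna (ENSMUSG00000027342) was at 18.4 ± 2.11 FPKM (SD, n = 3) in TAI and 17.7 ± 3.71 FPKM (SD, n = 3) in TAI/IVIg, and its log2 fold change of -0.07 became 0.10 once the library medians were set equal. Fkbp1a and Mycbp also changed sign under that scaling, from log2 fold changes of -0.001 and -0.06 to 0.18 and 0.10. Cpeb2 (ENSMUSG00000039782) rose from 10.9 ± 0.453 to 11.9 ± 0.735 FPKM (SD, n = 3 in each group), a log2 fold change of 0.12 (standard error 0.12, limma adjusted p = 0.671). The list's median was moved most by limma voom on the recovered reads with median-ratio library sizes, an alternative chosen after seeing the data, which gave -0.08, and it was -0.16 without TAI mouse 3.

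**Figure D1:**
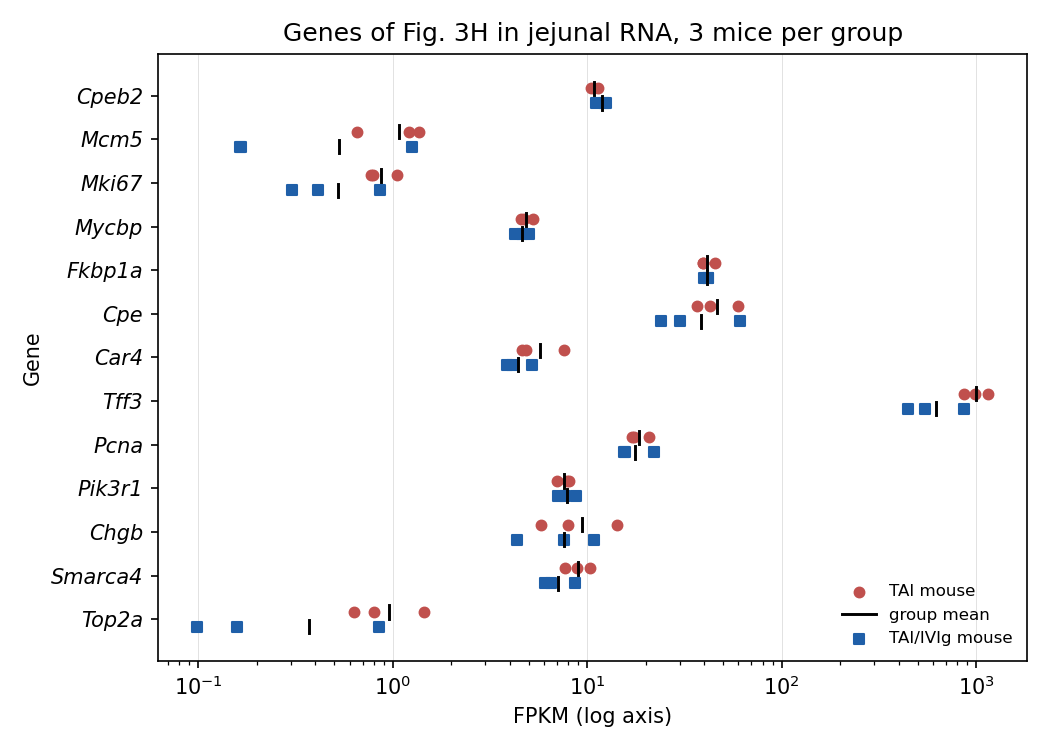
FPKM of the 13 genes of Fig. 3H in each mouse, on a log axis, with a point per mouse (circles, TAI; squares, TAI/IVIg; n = 3 mice each) and a black bar at each group's mean. The TAI/IVIg mean lies below the TAI mean for Mki67 (0.526 against 0.871 FPKM) and Top2a (0.371 against 0.962 FPKM), and the points of the groups overlap for these genes as they do for Pcna, Fkbp1a and Pik3r1.

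A longer list of cell cycle genes, fixed before the data were examined, had 66 genes tested, of which 4 were higher and 62 lower in TAI/IVIg than in TAI. Its median log2 fold change was -0.30, with a camera adjusted p of 0.0418 over the lists tested that did not hold under fry (p = 0.323) or an estimated correlation (p = 0.691). The median was -0.05 with quantile normalization, -0.69 with a pseudocount of 0.1 and -0.76 with limma voom on the recovered reads, an alternative chosen after seeing the data. The unadjusted camera p was 0.0222, against 0.0319 with quantile normalization, 0.0002 with library medians set equal (median -0.26), 4.61e-05 in a fit of the 6 mice compared and 0.00394 with the replicate block. It was 0.0821 without TAI mouse 2, 0.144 without TAI/IVIg mouse 1 and 0.0585 without TAI/IVIg mouse 3. Camera passed 17 lists in TAI/IVIg against TAI, this list among them, and 4 to 16 when the same 6 mice were split into other groups of 3, so its calls in this comparison carry little weight. The mean of log2(FPKM + 1) over the list was 1.65 ± 0.13 (SD, n = 3) in TAI and 1.33 ± 0.22 (SD, n = 3) in TAI/IVIg, and the groups overlapped (two-sided exact permutation test, p = 0.20). Among its members, Psrc1 (ENSMUSG00000068744) had a log2 fold change of -1.15 (limma adjusted p = 0.353), Cks1b (ENSMUSG00000028044) of -0.62 (limma adjusted p = 0.369) and Gmnn (ENSMUSG00000006715) of 0.42 (limma adjusted p = 0.491). Ubr7 was at -0.43, Hjurp at 0.17 and Slbp at 0.03 on the same scale. Gmnn was 0.23 without TAI/IVIg mouse 3 and 0.75 without TAI/IVIg mouse 1, Hjurp 0.10 without TAI/IVIg mouse 2 and Slbp -0.01 without TAI/IVIg mouse 2. Against the control mice, the list fell in TAI (median log2 fold change -1.31, with 55 genes lower and 1 higher, Psrc1, at an adjusted p under 0.05 over all genes tested, and 59 in either direction adjusted over the list alone). Mki67 was at 10.3 ± 4.06 FPKM (SD, n = 3) in the control mice.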

Transcriptome analysis indicated that IVIg upregulated the expression of multiple genes associated with cell proliferation in RIE mice, thereby exerting a protective effect against RIE (Figure 3H). Collectively, these findings demonstrate that IVIg enhances the proliferative activity of crypt epithelial cells and preserves intestinal epithelial structure following TAI-induced intestinal damage.

**Figure 3:**
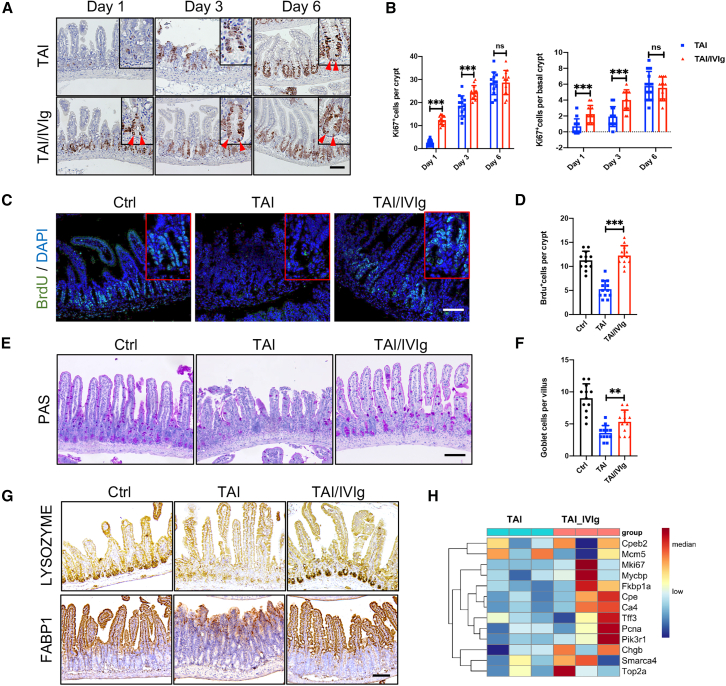
IVIg increased the proliferation capability and differentiation toward goblet cells, Paneth cells, and absorptive epithelial cells in the small intestines after TAI (A) Representative images of Ki67 immunohistochemical staining of regenerating crypts in the small intestine on days 1, 3, and 6 after 12 Gy TAI (scale bars, 100 μm). (B) Quantitative analysis of Ki67-positive cells in the whole crypt and crypt base; *n* = 12 crypts. (C) Representative images of BrdU immunofluorescence staining of small intestinal crypts on day 3 after 12 Gy TAI (scale bars, 100 μm). (D) Quantitative analysis of BrdU-positive cells in small intestinal crypts; *n* = 12 crypts. (E) PAS staining of intestinal epithelial goblet cells on day 3 after TAI (scale bars, 100 μm). (F) Quantitative analysis of PAS-positive cells in the intestine on day 3 after TAI; *n* = 12 crypts. (G) Representative images of LYSOZYME and FABP1 immunohistochemical staining of the mouse small intestine on day 3 after TAI; *n* = 6. (H) Heatmap of small intestinal transcriptome sequencing showing the expression of genes related to cell proliferation and differentiation; *n* = 3 mice. ^∗∗^, *p <* 0.01; ^∗∗∗^, *p <* 0.001; ns, not significant.

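The genes of Fig. 3H that mark differentiated cells were lower on average in TAI/IVIg than in TAI, without passing the adjusted threshold. Tff3 (ENSMUSG00000024029), a product of goblet cells, was at 1003 ± 142 FPKM (SD, n = 3) in TAI and 620 ± 220.5 FPKM (SD, n = 3) in TAI/IVIg, a log2 fold change of -0.74 (standard error 0.26, limma adjusted p = 0.359 over all genes). In 2 of the 3 TAI/IVIg mice Tff3 was below every TAI mouse. Chgb (ENSMUSG00000027350) and Cpe (ENSMUSG00000037852), which enteroendocrine cells express, had means of 9.36 ± 4.42 and 46.4 ± 11.8 FPKM (SD, n = 3) in TAI against 7.60 ± 3.25 and 38.4 ± 19.8 FPKM (SD, n = 3) in TAI/IVIg. Their log2 fold changes were -0.26 and -0.35, and they moved with single mice. That of Chgb was 0.07 without TAI mouse 2, 0.05 without TAI/IVIg mouse 1 and -0.53 without TAI/IVIg mouse 2. That of Cpe was -0.74 without TAI/IVIg mouse 1, -0.08 without TAI/IVIg mouse 3 and -0.16 without TAI mouse 3. Ca4, which is listed as Car4 (ENSMUSG00000000805), was at 319 ± 33.4 FPKM (SD, n = 3) in the control mice, 5.71 ± 1.68 FPKM (SD, n = 3) in TAI and 4.42 ± 0.716 FPKM (SD, n = 3) in TAI/IVIg. The fall of Car4 in TAI against control, a log2 fold change of -5.60, had a limma adjusted p of 3.59e-06, whereas the difference between TAI/IVIg and TAI, -0.29, had an adjusted p of 0.501.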

### IVIg increases the survival of enteroids after radiation-induced toxicity

To investigate the *in vitro* effect of IVIg on RIE, an enteroid model was established (Figure S3A). Our data revealed that a minimum concentration of 2.5 mg/mL IVIg promoted the formation of crypt-like buds in the enteroids (Figures S3B and S3C). The enteroids were exposed to a single 6 Gy X-ray irradiation, and the experimental group was treated with IVIg immediately after irradiation. IVIg treatment significantly increased the survival rate of enteroids on day 3 and promoted their regeneration by day 6 (Figures 4A and 4B). As shown by H&E staining in Figure 4C, the structure of enteroids in the IVIg-treated group was more intact and comparable to that in the control group. In contrast, isolated F(ab')_2_ fragments of IVIg and IgG1 did not mimic the protective effect of intact IVIg (Figure S4). These findings suggest that the protective effect of IVIg in irradiated intestinal organoids is Fc dependent and requires IVIg-specific properties. Moreover, an increased presence of Ki67^+^ proliferative epithelial cells in the IVIg-treated enteroids was found by confocal IF, suggesting that IVIg was capable of promoting cell proliferation of radiation-damaged enteroids (Figure 4D). The results of IF staining showed that γH2AX and 8-OHdG fluorescence was less obvious in the IVIg-treated enteroids, suggesting that IVIg was able to protect the DNA of radiation-damaged intestinal cells in the enteroid model (Figure 4E). In addition, IVIg-treated enteroids displayed fewer apoptotic cells than the irradiation group (Figure 4F). Consequently, these results support that IVIg can directly impact the cryptal epithelium and potentially enhance the survival of ISCs, which serve as the progenitors of daughter epithelial cells in enteroids.

**Figure 4:**
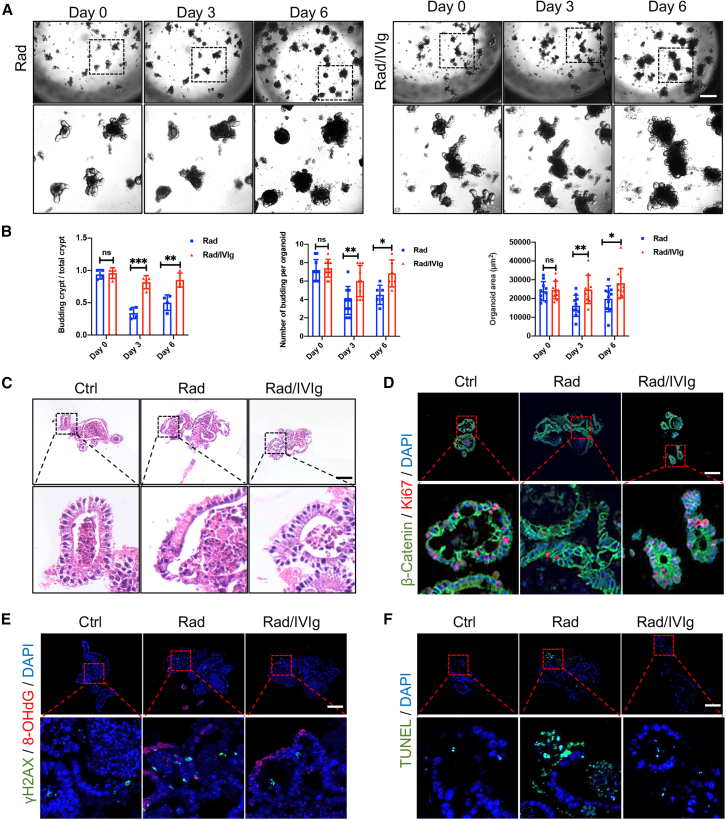
IVIg alleviated radiation-induced toxicity and promoted cell proliferation in enteroids (A) Microscopic images of enteroids on days 0, 3, and 6 after 6 Gy X-ray irradiation (scale bars, 500 μm). (B) Quantitative analysis of enteroids on days 0, 3, and 6 after 6 Gy irradiation, including the percentage of budding enteroids, enteroid area, and budding number per enteroid. Three independent biological replicates (from 3 mice) were analyzed, and 12 enteroids were counted. (C) Representative images of H&E staining of enteroids in each group on day 2 after 6 Gy irradiation (scale bars, 100 μm). (D) Immunofluorescence staining of Ki67 (red) and β-catenin (green) in enteroids on day 2 after 6 Gy irradiation (scale bars, 100 μm). Data are representative of three independent experiments. (E) Representative images of γH2AX (green) and 8-OHdG (red) immunofluorescence staining of enteroids after 6 Gy irradiation. (F) Representative images of TUNEL-positive cells on day 2 after 6 Gy irradiation (scale bars, 100 μm). ^∗^, *p <* 0.05; ^∗∗^, *p* < 0.01; ^∗∗∗^, *p <* 0.001; ns, not significant.

### IVIg promotes the survival and differentiation of ISCs after RIE

OLFM4 IHC staining showed that the number of OLFM4^+^ ISCs was markedly reduced on days 1 and 3 after 12 Gy TAI. Administration of IVIg significantly increased the number of OLFM4^+^ ISCs, and the two groups exhibited comparable numbers on day 6 (Figure 5A). Statistical results are consistent with this trend (Figure 5B). Furthermore, the crypts were isolated on day 3 after irradiation, and western blot was used to detect OLFM4 protein expression. The results showed higher OLFM4 protein levels in the IVIg-treated group (Figure 5C). These findings indicated that IVIg attenuates the reduction in OLFM4^+^ ISCs caused by radiation injury and accelerates their recovery. Subsequently, LGR5 IHC staining revealed that the number of LGR5^+^ ISCs in IVIg-treated mice was significantly higher than that in the control group on day 3 after irradiation (Figures 5D and 5E). To further verify the effect of IVIg on ISCs, *Lgr-*EGFP-IRES-CreERT2/Rosa26-tdTomato mice were used to label and trace LGR5^+^ ISCs. Tamoxifen was injected intraperitoneally within 1 h of irradiation, and the mice were sacrificed 24 h later. In the TAI group, LGR5^+^ ISCs and tdTomato^+^ progeny were almost completely lost, whereas IVIg-treated mice retained viable EGFP^+^ LGR5^+^ ISCs that generated new tdTomato^+^ epithelial daughter cells (Figure 5F). Quantification confirmed more *Lgr-*EGFP^+^ ISCs and tdTomato^+^ epithelial cells in the crypts of the IVIg group (Figure 5G). Crypts isolated from these mice were cultured as enteroids and labeled with 4-hydroxytamoxifen before 6 Gy irradiation. *In vitro*, irradiation markedly reduced EGFP^+^ LGR5^+^ ISCs and tdTomato^+^ progeny, while IVIg treatment preserved both populations (Figure 5H). These results support that IVIg enhances ISC function and ameliorates TAI-induced intestinal injury.

**Figure 5:**
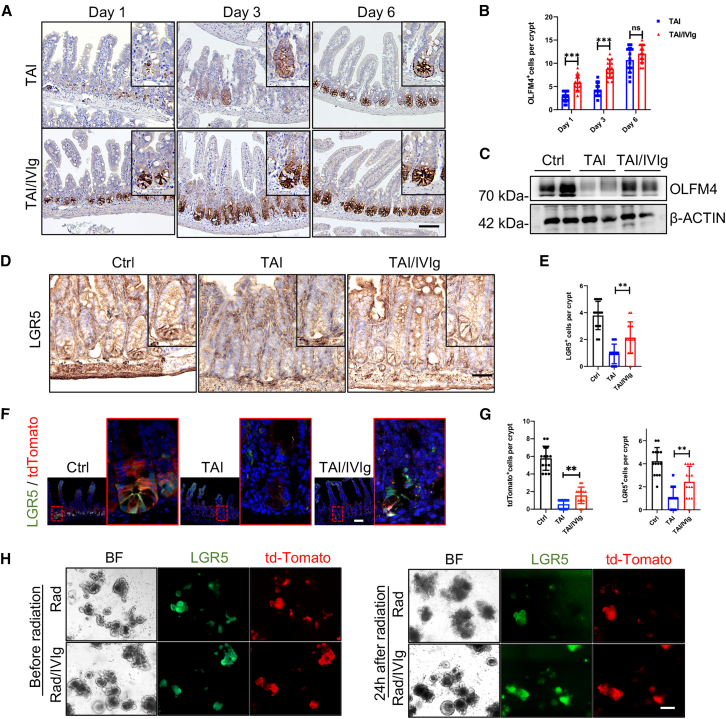
IVIg promoted the survival of OLFM4^+^ and LGR5^+^ ISCs after 12 Gy TAI injury (A) Representative images of OLFM4 immunohistochemical staining of the mouse small intestine on days 1, 3, and 6 after 12 Gy irradiation (scale bars, 100 μm). (B) Quantitative analysis of OLFM4-positive cells; *n* = 12 crypts per group. (C) Western blotting detection of OLFM4 protein in the small intestine. (D) Representative images of LGR5^+^ ISCs in crypts on day 3 after 12 Gy TAI (scale bars, 200 μm). (E) Quantitative analysis of LGR5^+^ crypt cells in each group; *n* = 12 crypts. (F) Lineage tracing images of *Lgr-*EGFP-positive ISCs (green) and their tdTomato-positive progeny (red) at 24 h after 12 Gy TAI (scale bars, 100 μm). (G) Quantitative analysis of LGR5^+^ ISCs and their progeny; *n* = 12 crypts. (H) *In vitro* lineage tracing images of LGR5^+^ ISCs (green) and their tdTomato-positive progeny (red) in enteroids at 24 h after 6 Gy irradiation (scale bars, 100 μm). Six mice were used per group in animal experiments. ^∗^, *p <* 0.05; ^∗∗^, *p <* 0.01; ^∗∗∗^, *p <* 0.001; ns, not significant.

### IVIg promotes the nuclear translocation of β-catenin to augment the survival of ISCs and epithelial regeneration after TAI-induced injury

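For the comparison of all 3 groups, genes were clustered by fuzzy c-means, the method of the Mfuzz package, on the group means of log2(FPKM + 1) standardized per gene, with 8 clusters as in Fig. 6A and a fuzzifier of 3.60. The clusters obtained were paired with clusters 2, 6 and 7 of Fig. 6A by the correlation of their centres with the profiles drawn there. A profile of 3 group means leaves few ways to differ, so these correlations describe shape only. The cluster paired with cluster 2 held 1340 genes, and its centre lay at 0.09 in control, 0.94 in TAI and -1.03 in TAI/IVIg, in standardized units (correlation 0.997). The cluster paired with cluster 6 held 875 genes, with centres of -0.84, 1.07 and -0.24 (correlation 0.952). For cluster 7 the closest match held 1538 genes, with centres of 1.06, -0.88 and -0.18 (correlation 0.776), so its genes fell after TAI and came back in part. Without TAI/IVIg mouse 1 the closest match to cluster 7 had centres of 0.485, -1.121 and 0.635, a return to the control level. With all mice the 3 clusters held 3753 genes, 28.8% of those tested. This total was 820 when a membership of at least 0.5 was asked for and 9563 when every gene above 0 in any mouse was clustered, and it was 2206 without TAI/IVIg mouse 1, where clusters 2 and 6 were paired with the same cluster, so that 2 clusters were counted. By limma, 1150 genes were higher and 3411 lower in TAI than in control, and 1183 were higher and 4880 lower in TAI/IVIg than in control, with an adjusted p under 0.05. The split depended on scaling, because with library medians set equal the counts were 1807 higher and 1892 lower for TAI, and 2406 higher and 2388 lower for TAI/IVIg. Without TAI mouse 1, the counts in TAI against control were 698 higher and 1645 lower, and without control mouse 2 or 3 the lower genes numbered 1768 and 1910. The 5 largest falls in TAI against control among genes past the threshold whose mice did not overlap were of Car4 (log2 fold change -5.60), Ms4a18 (-4.46), Dmbt1 (-4.14), Gm45912 (-4.07) and Gstm3 (-3.99).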

Analysis of intestinal transcriptome sequencing data identified three significantly different gene clusters (cluster 2, cluster 6, and cluster 7) for further in-depth analysis (Figure 6A). 

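Between the TAI/IVIg and TAI groups, 0 of the 13056 genes had a limma adjusted p under 0.05, and the smallest adjusted p was 0.353. At an unadjusted p under 0.05, 214 genes were higher and 1466 lower in TAI/IVIg. With the lines drawn in Fig. 6B, an unadjusted p of 0.05 and an absolute log2 fold change of 1, 22 genes were higher and 227 lower. With the library medians set equal, these counts were 46 higher and 160 lower, and with quantile normalization 44 higher and 143 lower. The genes under an unadjusted p of 0.05 at any fold change split more evenly under these scalings, into 853 higher and 1001 lower, and 809 higher and 610 lower. A pseudocount of 0.1 moved the total of both directions most among the alternatives set before the data were examined, to 686 (41 higher and 645 lower). TAI/IVIg mouse 3 also decided much of the total, which fell to 9 higher and 90 lower without it, while without TAI/IVIg mouse 1 it was 69 higher and 478 lower and without TAI/IVIg mouse 2 it was 14 higher and 411 lower. With the replicate block, 3 lower genes had a limma adjusted p under 0.05 (from 0.0422 to 0.0487). With no filter 4 lower genes did, each with at most 1 read in any mouse. In the fit used here no gene passed, so the genes named are the 5 rises and the 5 falls with the smallest unadjusted p. They were taken among genes whose mice did not overlap between the groups, a separation that 3 against 3 gives to 10% of genes by chance. Hs3st1 (ENSMUSG00000051022) was at 17.9 ± 2.05 FPKM (SD, n = 3) in TAI and 7.18 ± 0.860 FPKM (SD, n = 3) in TAI/IVIg, a log2 fold change of -1.20 (standard error 0.18, limma adjusted p = 0.353). Slc1a1 (ENSMUSG00000024935) fell from 2.93 ± 0.213 to 1.26 ± 0.166 FPKM (SD, n = 3 in each group). Qsox1 (ENSMUSG00000033684) fell from 23.3 ± 2.83 to 12.6 ± 1.32 FPKM (SD, n = 3 in each group). Ighv3-6 (ENSMUSG00000076672), an immunoglobulin variable segment whose reads can be shared with similar segments, fell from 105 ± 41.1 to 22.7 ± 6.40 FPKM (SD, n = 3 in each group). Among the higher genes, Adora2b (ENSMUSG00000018500) rose from 1.43 ± 0.636 to 6.20 ± 2.75 FPKM (SD, n = 3 in each group), a log2 fold change of 1.52 (standard error 0.35, limma adjusted p = 0.353), from 25 to 60 reads in TAI and 103 to 259 in TAI/IVIg. Dio1 (ENSMUSG00000034785) rose from 15.6 ± 3.40 to 32.2 ± 9.79 FPKM (SD, n = 3 in each group). The other 3 rises also rest on few reads, those of Gm45453 (ENSMUSG00000110129, log2 fold change 0.88, 40 to 60 reads in TAI and 94 to 124 in TAI/IVIg), Rdh16f2 (ENSMUSG00000074639, 0.87, 32 to 34 and 55 to 100 reads) and Gm12319 (ENSMUSG00000087523, 1.00, 16 to 25 and 40 to 67 reads), each with a limma adjusted p of 0.353. The remaining fall is that of Sval1 (ENSMUSG00000029865), with 12 to 23 reads in TAI and 0 to 3 in TAI/IVIg, too few for a fold change.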

Differentially expressed genes (DEGs) between the TAI/IVIg and TAI groups were analyzed and visualized using volcano plots (Figure 6B). 

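Of the 249 genes past both lines of Fig. 6B, 165 belonged to the clusters paired with clusters 2, 6 and 7, and 5 of the 165 were higher and 160 lower in TAI/IVIg than in TAI. The share in the clusters was 66.3% of these genes, against 28.8% of all genes tested, but the clusters and the DEGs were drawn from the same mice and the profiles of these clusters change between TAI and TAI/IVIg, so the share has no test. The cluster paired with cluster 2 held 125 of the 165 genes, that paired with cluster 6 held 35, and that paired with cluster 7 held 5. The overlap was 417 genes with a pseudocount of 0.1, 41 with a membership of at least 0.5, 68 without TAI/IVIg mouse 3 and 0 with an adjusted p under 0.05 as the threshold.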

The target gene clusters were intersected with DEGs in the TAI/IVIg group versus the TAI group, and 161 genes were screened by Venn diagram (Figure 6C). Further Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of these genes revealed that the Wnt/β-catenin pathway mediates the protective effect of IVIg on the intestine in TAI-treated mice (Figures 6D and 6E). 

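The annotation of GO and KEGG terms was not used here, and a list of Wnt pathway genes written before the data were examined took its place, of which 155 genes were listed in the table and 98 tested. In the 165 overlapping genes, 3 were in the list, 1.82% against 0.751% of the genes tested (one-sided Fisher's exact test, p = 0.127, adjusted over 5 lists 0.159). They were Mmp7, Myc and Sfrp1, named after their values were seen, and all were lower in TAI/IVIg. Fisher's exact test gave between 0.0201 and 1 across the alternatives, and it was 0.0201 when only genes that differed across the 3 groups were clustered and 0.0333 without control mouse 2. Over the whole list, 25 genes were higher and 73 lower in TAI/IVIg than in TAI, with a median log2 fold change of -0.11. This median became 0.06 with library medians set equal and 0.03 with quantile normalization. The camera test gave p = 0.449, fry p = 0.0469 (adjusted over the lists 0.137) and the estimated correlation p = 0.750. None of the 98 genes passed an adjusted p of 0.05 over all genes tested and 0 passed adjusted over the list alone, while 1 was higher and 15 lower at an unadjusted p under 0.05. The mean of log2(FPKM + 1) over the list was 3.01 ± 0.12 (SD, n = 3) in control, 2.99 ± 0.04 (SD, n = 3) in TAI and 2.78 ± 0.13 (SD, n = 3) in TAI/IVIg. All TAI/IVIg mice were below all TAI mice (two-sided exact permutation test, p = 0.10, the smallest p that 3 against 3 allow).

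**Figure D2:**
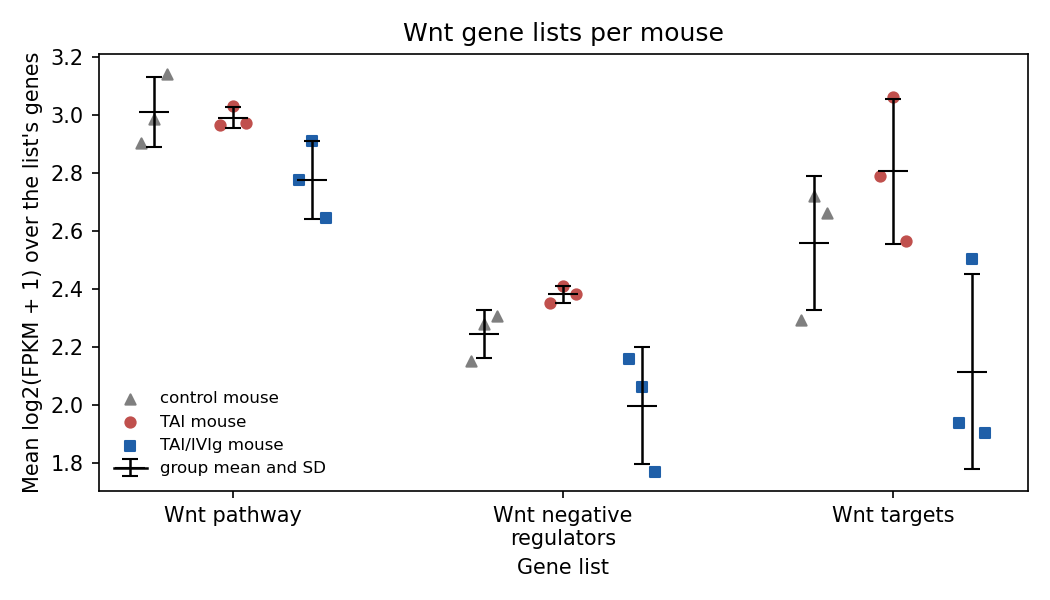
Mean of log2(FPKM + 1) over the genes of the Wnt pathway, Wnt negative regulator and Wnt target lists in each mouse (points) with the group mean and SD (black bars), for n = 3 mice per group. The TAI/IVIg mice lie below the TAI mice in all 3 lists, as in the Wnt pathway list with 2.78 against 2.99. The FPKM values are as deposited, without the library medians set equal.

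Ctnnb1 (ENSMUSG00000006932), which encodes β-catenin, was at 89.6 ± 7.97 FPKM (SD, n = 3) in control, 122 ± 16.9 FPKM (SD, n = 3) in TAI and 115 ± 8.28 FPKM (SD, n = 3) in TAI/IVIg. The rise of Ctnnb1 in TAI against control had a limma adjusted p of 0.0449, and the log2 fold change of -0.08 in TAI/IVIg against TAI, within the spread between mice, was 0.10 with library medians set equal. Gsk3b (ENSMUSG00000022812) was at 10.3 ± 0.529 FPKM (SD, n = 3) in TAI and 9.77 ± 0.760 FPKM (SD, n = 3) in TAI/IVIg, and its log2 fold change also changed sign under that scaling, from -0.07 to 0.10. Members with the smallest p among the lower genes were Fzd1 (ENSMUSG00000044674, log2 fold change -0.84), Mmp7 (ENSMUSG00000018623, -2.58), which is also a product of Paneth cells, and Camk2g (ENSMUSG00000021820, -0.49), each with a limma adjusted p of 0.353. Among the higher genes, Frat1 (ENSMUSG00000067199) had a log2 fold change of 0.49 (limma adjusted p = 0.382), Frat2 of 0.44 (0.23 without TAI/IVIg mouse 2 and 0.70 without TAI/IVIg mouse 1) and Ctnnbip1 of 0.35. Myc (ENSMUSG00000022346) fell from 8.10 ± 3.29 to 2.70 ± 2.50 FPKM (SD, n = 3 in each group), with a limma adjusted p of 0.359. From the GO and KEGG terms enriched among the overlapping genes, the paper concludes that the Wnt/β-catenin pathway mediates the effect of IVIg in irradiated mice. Its case for nuclear translocation of β-catenin also rests on staining, western blots of crypt nuclei, enteroids and a β-catenin inhibitor. Its Discussion places the higher activation before day 3, when it describes protein levels close to those of the TAI group. RNA of jejunal tissue on day 3 does not measure where the protein lies, so these values do not test that claim.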

Reverse-transcription polymerase chain reaction (RT-PCR) was performed to detect the expression of the three major Wnt subtypes in the intestine, showing that IVIg mainly regulated the *Wnt3a* subtype (Gregorieff et al., 2005) (Figure S5A).

**Figure 6:**
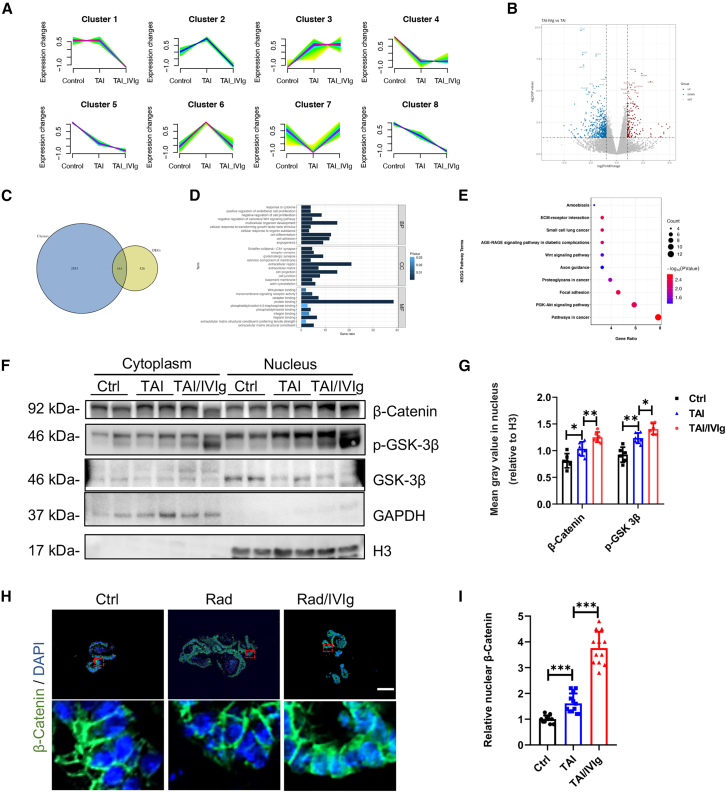
IVIg activated the β-catenin pathway after TAI to augment the survival of ISCs (A) Cluster analysis of gene transcriptome sequencing. (B) Volcano plot of differentially expressed genes; *n* = 3 mice. (C) Venn diagram of differentially expressed genes in clusters 2, 6, and 7. (D) GO functional enrichment analysis of the overlapping genes in the Venn diagram. (E) KEGG pathway analysis of the overlapping genes in the Venn diagram. (F) Western blotting results of β-catenin, GSK3β, and *p*-GSK3β in the cytoplasm and nucleus of mouse intestinal crypts on day 2 after 12 Gy irradiation. (G) Quantitative analysis of western blotting results. (H) Representative images of β-catenin (green) immunofluorescence staining in mouse enteroids on day 2 after 6 Gy irradiation (scale bars, 100 μm). (I) Quantitative analysis of nuclear β-catenin expression in enteroids after 6 Gy irradiation. ^∗^, *p <* 0.05; ^∗∗^, *p <* 0.01; ^∗∗∗^, *p <* 0.001.

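Among the GO terms in Fig. 6D is the negative regulation of canonical Wnt signaling. A list of Wnt negative regulators fixed before the data were examined had 31 genes tested, and 2 of the 165 overlapping genes belonged to it (Igfbp4 and Sfrp1, named after their values were seen), with a one-sided Fisher's exact test p of 0.0581 (adjusted over 5 lists 0.0968). Over the list, 3 genes were higher and 28 lower in TAI/IVIg than in TAI, with a median log2 fold change of -0.40, or -0.27 relative to all genes. The camera adjusted p was 0.00502 over the lists tested, fry gave p = 0.00613 (adjusted 0.114), and the estimated correlation gave p = 0.129. Other splits of the same 6 mice passed 4 to 16 lists by camera, against 17 in the real groups. No member passed an adjusted p of 0.05 over all genes tested and 0 passed adjusted over the list alone, with 11 lower and 0 higher at an unadjusted p under 0.05. TAI/IVIg mouse 3 had the lowest mean of the list, and without it the median log2 fold change was -0.25. With a mean FPKM of at least 5 as the filter, the median was -0.08 and the camera p was 0.0977. Cav1 (ENSMUSG00000007655) fell from 19.2 ± 2.80 to 10.5 ± 3.05 FPKM (SD, n = 3 in each group), a log2 fold change of -0.84. Nkd1 (ENSMUSG00000031661) fell from 3.55 ± 0.108 to 1.71 ± 0.925 FPKM (SD, n = 3 in each group), a log2 fold change of -0.80. Axin2 (ENSMUSG00000000142), a negative regulator that is itself a Wnt target, was at 16.1 ± 3.25 FPKM (SD, n = 3) in TAI and 18.7 ± 3.26 FPKM (SD, n = 3) in TAI/IVIg, a log2 fold change of 0.21 (standard error 0.18, limma adjusted p = 0.615), with 0.08 without TAI/IVIg mouse 3 and 0.36 without TAI mouse 1. Dact1 was at -0.73, Ctnnbip1 at 0.35 and Tle1 at 0.13, and Tle1 was -0.08 without TAI mouse 3 and -0.06 without TAI/IVIg mouse 2.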

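The terms of Fig. 6D and Fig. 6E also include extracellular matrix and ECM-receptor interaction. A list of fibroblast and matrix genes, likewise fixed beforehand, and reported here after its values were seen, had 26 genes tested and 7 in the overlap (Col4a1, Col4a2, Dpt, Fn1, Lum, Sparc and Thbs1), which is 4.24% of the overlapping genes against 0.199% of the genes tested (one-sided Fisher's exact test, p = 2.44e-08, adjusted over 5 lists 1.22e-07). Fisher's exact test treats genes as independent, and the genes of this list fell together in the same mice, so its p can be too small. All 26 genes were lower in TAI/IVIg than in TAI, with a median log2 fold change of -0.89, and of -0.75 with library medians set equal. None passed an adjusted p of 0.05 over all genes tested, 19 passed adjusted over the list alone, an optimistic count for a list chosen this way, and 22 had an unadjusted p under 0.05. The camera adjusted p was 1.57e-11, fry gave p = 0.0209 (adjusted over the lists 0.114), and the estimated correlation gave p = 0.111, and other splits of the same 6 mice also passed 4 to 16 lists by camera. The list's mean of log2(FPKM + 1) was 3.43 ± 0.20 (SD, n = 3) in TAI and 2.52 ± 0.55 (SD, n = 3) in TAI/IVIg, and the groups did not overlap (two-sided exact permutation test, p = 0.10). Fn1 (ENSMUSG00000026193) fell from 12.5 ± 1.15 to 5.50 ± 2.86 FPKM (SD, n = 3 in each group), a log2 fold change of -1.16 (standard error 0.29, limma adjusted p = 0.353). Dcn (ENSMUSG00000019929) fell from 22.8 ± 4.03 to 9.12 ± 3.98 FPKM (SD, n = 3 in each group), a log2 fold change of -1.31 (standard error 0.32, limma adjusted p = 0.353), and Col5a2 had one of -0.80.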

IHC results showed that β-catenin was barely detectable in the nuclei of intestinal tissues on day 1 after TAI-induced intestinal injury, but its expression gradually increased at day 3 and recovered to normal levels by day 6. Compared with the TAI group, prominent expression of β-catenin was observed in the nuclei of small intestinal crypts in the IVIg-treated group at day 1 post-TAI injury (Figures S5B and S5C). Furthermore, western blot analysis was performed to detect the expression of β-catenin pathway-related proteins in the nucleus and cytoplasm of the small intestinal crypts at 24 h post-injury. The results revealed that the nuclear expression levels of β-catenin and *p*-GSK-3β in intestinal crypts were significantly elevated in the TAI/IVIg group compared with those in the TAI group (Figures 6F and 6G), suggesting that IVIg promotes the activation of the β-catenin pathway. *In vitro* experiments showed that 12 h after 6 Gy irradiation, the IVIg group exhibited weaker positive signals for γH2AX and CC3 in the intestinal enteroids compared with the control group, while nuclear β-catenin localization and the expression of its downstream target c-Myc showed no significant increase, and OLFM4 expression was elevated (Figures S5D–S5E).

At 48 h post-irradiation, only faint nuclear β-catenin staining was observed, which was markedly enhanced by IVIg treatment (Figures 6H and 6I). These results indicated that IVIg promotes the repair of ISCs through the β-catenin pathway, with the key mechanism being the promotion of β-catenin nuclear translocation. The absence of β-catenin activation in the acute phase suggests that IVIg may also act directly via a Wnt-independent cytoprotective mechanism.

### Blocking β-catenin signaling abolishes the protective effect of IVIg on ISCs after TAI-induced intestinal injury

To inhibit β-catenin signaling, the mice were intraperitoneally injected with 15 mg/kg methyl 3-{[(4-methylphenyl)sulfonyl]amino}benzoate (MSAB), a β-catenin inhibitor (Hwang et al., 2016), once daily for 2 consecutive days before TAI. The IHC staining results revealed a significant decrease in β-catenin expression in the intestines of the MSAB-treated mice compared with that in the control group, whereas H&E and PAS staining showed no observable histological changes in the mice after 2 days of pretreatment with MSAB (Figure S6). On day 3 following TAI and MSAB treatment, the mice were sacrificed. The gross images of the intestines showed that the protective effect of IVIg against TAI-induced intestinal damage in the mice was noticeably abolished because of the injection of MSAB (Figures 7A and 7B). H&E staining showed that the intestines from the MSAB-treated mice were worse than those from the TAI/IVIg mice (Figure 7C), with a notable decrease in the villus height observed in the MSAB group (Figure 7D). *In vitro* experiments showed that after optimizing the concentration of MSAB to inhibit the growth of enteroids (Figures S7A and S7B), the protective effect of IVIg on irradiation-treated enteroids disappeared after the addition of MSAB (Figures S7C and S7D). The IF staining results indicated the presence of a higher number of γH2AX^+^ and CC3^+^ cells in the TAI/IVIg/MSAB group than in the TAI/IVIg group (Figures 7E and 7F). In addition, the number of TUNEL^+^ cells in the TAI/IVIg/MSAB group was higher than that in the TAI/IVIg group (Figure S8). As shown in Figures 7G and 7H, there were fewer BrdU^+^ and Ki67^+^ proliferating cells in the TAI/IVIg/MSAB group than in the TAI/IVIg group. Compared with that in the TAI/IVIg group, the number of OLFM4^+^ stem cells was also significantly decreased in the TAI/IVIg/MSAB group (Figures 7I and 7J).

**Figure 7:**
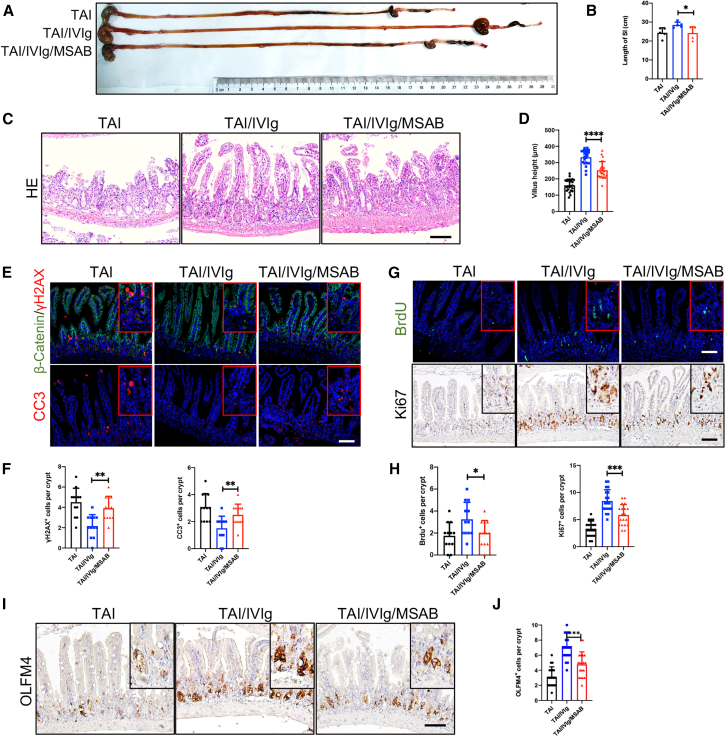
Blocking of the β-catenin pathway abolished the protective effects of IVIg on TAI-induced intestinal damage (A) Representative images of mouse intestines on day 3 after TAI irradiation. (B) Statistical analysis of small intestinal length; *n* = 5 mice. (C) Representative images of small intestinal H&E staining (scale bars, 100 μm). (D) Statistical analysis of small intestinal villus height; *n* = 12 crypts. (E) Images of γH2AX/β-catenin staining and CC3 immunofluorescence in mouse intestines (scale bars, 100 μm). (F) Quantitative analysis of γH2AX-positive and CC3-positive cells; *n* = 12 crypts. (G) Representative images of BrdU-positive and Ki67-positive cells in the mouse small intestine (scale bars, 100 μm). (H) Quantitative analysis of BrdU-positive and Ki67-positive cells; *n* = 12 crypts. (I) Representative images of OLFM4-positive cells in the mouse small intestine (scale bars, 100 μm). (J) Quantitative analysis of OLFM4-positive cells; *n* = 12 crypts. ^∗^, *p <* 0.05; ^∗∗^, *p <* 0.01; ^∗∗∗^, *p <* 0.001.

## Discussion

In both clinical practice and nuclear emergency preparedness, exploring potential drugs that can prevent crypt damage and promote epithelial repair and regeneration is critical to mitigating radiation damage (Leibowitz et al., 2021; Reynolds et al., 2014). However, finding suitable candidates that are devoid of significant side effects poses a challenge (Ren et al., 2016; Wang et al., 2020). In our previous study, IVIg was shown to exert anti-radiation effects by regulating the intestinal microbiota (Wang et al., 2023). As a widely used blood product with a favorable safety profile and wide clinical applications, IVIg has attracted our attention.

In this study, we found that IVIg administration following TAI modulated the inflammatory response in the small intestine of the mice. Additionally, IVIg treatment was shown to alleviate oxidative stress, reduce DNA damage in cryptal cells, and attenuate apoptosis and pyroptosis in cryptal epithelial cells, thereby mitigating TAI-induced intestinal damage (Figures S1 and S2). In addition, IVIg could promote cell proliferation in intestinal crypts and the differentiation of intestinal epithelial cells (Figure 3). Furthermore, we validated the reliability of the radio-protection effects of IVIg *in vitro* by using a mouse enteroid model (Figure 4), which suggested that IVIg could directly impact the intestinal epithelial cells. Notably, IVIg treatment enhanced cell proliferation during crypt regeneration in mice with RIE. In addition, IVIg treatment promoted the survival of OLFM4^+^ and LGR5^+^ ISCs (Figure 5). Finally, we found that IVIg enhanced the process of intestinal regeneration after RIE by promoting ISC-mediated crypt regeneration and repair by facilitating the nuclear translocation of β-catenin (Figures 6 and 7).

Rapid-cycling ISCs serve as the primary source for daily renewal of the intestinal epithelial cells. However, ISCs are fragile and susceptible to damage from a range of detrimental factors, such as ischemia, infection, and radiation exposure (Gregorieff et al., 2015). Numerous studies have increasingly demonstrated the significance of ISC survival following radiation exposure for the regeneration of epithelial cells and recovery of gastrointestinal mucosal barrier function (Gong et al., 2016; Metcalfe et al., 2014; Saha et al., 2016). LGR5^+^ cryptal basal columnar cells are widely recognized as active ISCs that play a crucial role in the regeneration of the intestine after radiation exposure (Metcalfe et al., 2014). Additionally, OLFM4 can serve as a valuable marker for identifying active ISCs in both the human small intestine and colon, as it labels a broader range of positive cells than LGR5 (van der Flier et al., 2009). When RIE occurs, IVIg protects LGR5^+^ and OLFM4^+^ stem cells in the mice intestine, thereby promoting damage repair of the intestinal epithelium (Figures 5A–5E). Lineage tracing of the LGR5 intestinal trunk also indicated that IVIg had an effective protection against the differentiation of LGR5^+^ ISCs and their daughter cells (Figures 5F and 5G).

To uncover the potential signaling pathways through which IVIg acts on ISC proliferation and crypt growth after radiation-induced injury, we analyzed transcriptomic data for small intestinal tissues and found that the Wnt signaling pathway was significantly enriched (Figures 6A–6F). Previous studies have consistently demonstrated that the Wnt/β-Catenin pathway is closely related to stem cell control, disease development prognosis, and ISC repair after injury (He et al., 2004; Nusse and Clevers, 2017; Yan et al., 2017). Three days after irradiation, the activation of the small intestinal β-catenin pathway and nuclear translocation of the β-catenin protein are most prominent (Jang et al., 2022; Yang et al., 2021). Studies have reported that IVIg activates β-catenin and upregulates *Wnt5a* secretion in human dendritic cells, and the activation of β-catenin by IVIg requires intact IgG molecules and LRP5/6 co-receptors (Karnam et al., 2020).

In the present study, we found that IVIg administration accelerated the nuclear translocation of the β-catenin protein, causing it to occur much earlier (one day vs. three days after irradiation) both *in vivo* and *in vitro*. These results indicated that IVIg accelerated repair and regeneration of the small intestine in mice with TAI and rapidly initiated the repair program following radiation injury. This may provide an explanation for the heightened activation of the β-catenin signaling pathway in mice from the TAI/IVIg group on day 1 after radiation exposure, which subsequently significantly decreased by day 3, with protein levels similar to those of the TAI group (Figure 6). However, β-catenin is not activated during the acute injury phase, suggesting that IVIg may also exert a direct, Wnt-independent cytoprotective effect, whose early protective mechanism remains to be elucidated (Figures S5D and S5E). Furthermore, it was confirmed that the IVIg-mediated repair and regeneration in the small intestine were significantly attenuated when the β-catenin pathway was inhibited by MSAB, revealing that the β-catenin signaling pathway is important for the protective effects of IVIg against irradiation. In addition, we demonstrated that the protective effect of IVIg on irradiated intestinal epithelium is dependent on the Fc fragment and requires IVIg-specific properties in the intestinal organoid model (Figure S6).

While this study made several intriguing discoveries, it also has certain limitations. First, IVIg consists of thousands of antibodies, which pose challenges to the identification of specific antibodies responsible for its protective effects on ISCs. Meanwhile, the complexity of IVIg limits our ability to completely block its biological effects using chemical inhibitors. Consequently, we employed only MSAB, an inhibitor of β-catenin signaling, to block the downstream pathway regulated by IVIg. Moreover, IVIg products may vary slightly depending on plasma donor populations and regional sources used for IVIg manufacturing. Thus, there may be more or less differences in the experimental effects.

## Resource availability

### Lead contact

Requests for further information, resources, and reagents should be directed to and will be fulfilled by the lead contact, Zongkui Wang ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through the accession number GEO: GSE329124. Additional data, materials, and related protocols will be available upon request from the corresponding author (Zongkui Wang) to comply with institutional ethics regulations.

## Acknowledgments

This work was supported by 10.13039/501100004829Science & Technology Department of Sichuan Province (2026NSFSC0545 and 2025ZDZX0043), 10.13039/501100005150CAMS Innovation Fund for Medical Sciences (CIFMS, 2021-I2M-1–042) and Scientific Research Project of Sichuan Medical Association (Q22009). In addition, we are grateful to Yang Liu from the Biomedical Analysis Center, 10.13039/501100012397Army Medical University, for his technical support during the experiments.

## Author contributions

D.L., C.L., Z.W., and J.H. conceived and designed the study, conducted animal experiments, analyzed and interpreted the data, and drafted the manuscript; T.C., P.J., L.M., and Z.X. conducted some animal studies; T.C., F.L., P.F., X.D., and Z.X. analyzed the data and interpreted the results; J.X. and L.C. provided statistical and graphic editing support; D.L., C.L., and Z.W. revised the manuscript. All authors have read and approved of the final manuscript.

## Declaration of interests

The authors declare that they have no conflict of interest.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-β-Catenin	BD Biosciences	Cat#610153
Rabbit polyclonal anti-Chromogranin A	Proteintech	Cat#60135-1-1g
Rabbit polyclonal anti-LYSOZYME	Proteintech	Cat#15013-1-AP
Rabbit monoclonal anti-OLFM4	CST	Cat#39141S
Rabbit monoclonal anti-pGSK-3β	CST	Cat#9323T
Rabbit monoclonal anti-γH2AX	CST	Cat#9718T
Rabbit polyclonal anti-Ki67	Abcam	Cat#ab1667
Mouse monoclonal anti-8-OHdG	Abcam	Cat#ab48508
Rat monoclonal anti-BrdU	Abcam	Cat#ab6326
Rabbit monoclonal anti-Cleaved-caspase3	CST	Cat#9661S
Rabbit polyclonal anti-LGR5	ABGENT	Cat#AP2745d-ev
Rabbit monoclonal anti-FABP1	CST	Cat#13368T
Rabbit polyclonal anti-GSK3β	Proteintech	Cat#22104-1-AP
Rabbit polyclonal anti-GSDMD	Abcam	Cat#ab209845
Rabbit polyclonal anti-Cleaved GSDMD-N	Abcam	Cat#ab215203
Mouse monoclonal anti-β-ACTIN	Abclonal	Cat#AC004
Mouse monoclonal anti-GAPDH	Abclonal	Cat#AC033
Rabbit polyclonal anti-Histone-H3	Proteintech	Cat#17168-1-AP

**Chemicals, peptides, and recombinant proteins**		

MSAB (Wnt/β-catenin inhibitor)	MedChemExpress	HY-12069

**Critical commercial assays**		

TUNEL apoptosis assay kit	Beyotime	Cat#C1086
IntestiCult™ mouse enteroid growth medium	Stemcell Technologies	#06005

**Deposited data**		

Raw and analyzed data	this study	GSE329124

**Experimental models: Organisms/strains**		

Mouse: C57BL/6J, wild type	GemPharmatech (Nanjing, China)	N/A
Mouse: Lgr5-EGFP-IRES-creERT2	The Jackson Laboratory	JAX: 008875
Mouse: Rosa26-tdTomato	The Jackson Laboratory	JAX: 007914

**Software and algorithms**		

ImageJ	Schneider et al., 2012	https://imagej.nih.gov/ij/
GraphPad Prism 8.0	GraphPad Software	https://www.graphpad.com/
DAVID online analysis system	NIAID, NIH	https://david.ncifcrf.gov/
R software	R Foundation	https://www.r-project.org/

**Other**		

X-Rad 320 irradiator	PXI (Connecticut, USA)	N/A
Nikon confocal microscope	Nikon	N/A
Olympus BX53 microscope	Olympus	N/A
ZEISS Axio Observer with Apotome3	ZEISS	N/A

### Experimental model and study participant details

#### Animals

C57BL/6J male mice aged 6–8 weeks (22–25 g) were purchased from GemPharmatech (Nanjing, China). *Lgr-*EGFP-IRES-creERT2 and Rosa26-tdTomato mice were obtained from Jackson Laboratory (Bar Harbor, ME, USA) and crossed to generate *Lgr-*EGFP-IRES-creERT2/Rosa26-tdTomato offspring for experiments. All mice were housed in a specific-pathogen-free (SPF) facility under a 12-h light/dark cycle with free access to food and water. Animal protocols were approved by the Ethics Committee of the Institute of Blood Transfusion, Chinese Academy of Medical Sciences and Peking Union Medical College (Approval No. 2022034).

#### Enteroid cultures

Enteroids were derived from the small intestinal crypts of male C57BL/6J mice (as described in crypt isolation and enteroid culture section below). The sex of the cells is male, consistent with the donor mice. Enteroids were cultured in Matrigel (Corning, Canada) and maintained in IntestiCult™ enteroid growth medium (Stemcell Technologies, Canada) at 37°C with 5% CO_2_. The culture medium was replaced every 3 days.

### Method details

A complete list of resources (including antibodies, reagents, mouse strains, and software) used in this study along with their sources, catalog numbers, and RRIDs is provided in the Key Resources Table.

#### Radiation protocol

Total abdominal irradiation (TAI) was performed using an X-Rad 320 irradiator (PXI, Connecticut, USA). Briefly, adult C57BL/6J mice were anesthetized using 1% pentobarbital sodium, and their abdomens (3 cm wide, from the xiphoid process of the sternum to the symphysis pubis) were irradiated with a single dose of 12 Gy X-ray at a dose rate of 75 cGy/min. Other parts were shielded from exposure with lead plates. Enteroids (small intestine-derived organoids) were cultured in IntestiCult™ medium (Stemcell Technologies, Canada) for 72 h, followed by a single dose X-ray irradiation of 6 Gy at a dose rate of 2.5 Gy/min.

#### IVIg treatment and experimental grouping

IVIg preparation was provided by Shanghai RAAS Blood Products Co., Ltd. The content of human immunoglobulin G (IgG) is not less than 95%, with the remainder mainly consisting of trace amounts of IgA and IgM. Following TAI, IVIg was administered intravenously a dose of 500 mg/kg body weight, and then injections were repeated every three days. The experimental groups were as follows: control group (Ctrl), total abdominal irradiation + PBS group (TAI), abdominal irradiation + IVIg group (TAI/IVIg), and abdominal irradiation + IVIg + MSAB inhibitor group (TAI/IVIg/MSAB). MSAB was purchased from MedChemExpress (New Jersey, USA). After irradiation, enteroids were incubated with IVIg (2.5 mg/mL) or an equal volume of PBS. The experimental groups were as follows: control group (Ctrl), radiation + PBS group (Rad), and radiation + IVIg group (Rad/IVIg).

#### Tissue collection and immunostaining

Mice were sacrificed at the indicated time points during experiments, and the jejunum of each mouse was collected for all subsequent biological experiments and analyses. After fixation with 4% paraformaldehyde for at least 72 h, the intestines were dehydrated and embedded in paraffin or OCT compound to prepare sections. Paraffin slides were used for hematoxylin & eosin (HE) staining, immunohistochemistry (IHC) staining and immunofluorescent (IF) staining. In brief, rehydrated slides were incubated with antibodies against Ki67, OLFM4, LGR5, β-Catenin and BrdU at 4°C overnight. After washing, specific secondary antibody was incubated (IHC staining required the addition of DAB staining step), and finally the nucleus was stained. The slides were observed with a Nikon confocal microscope or an Olympus BX53 microscope.

#### TUNEL staining

Paraffin slides were deparaffinized and rehydrated and then repaired in an EDTA antigen retrieval buffer (pH 8.0). Briefly, a proteinase K solution was added, and the slides were incubated at 37°C for 30 min and placed in a wet box. After washing, slides were incubated in TdT reaction buffer at 37°C for 30-60 min. Then, the slides were washed again, followed by the addition of a streptavidin-FITC reagent and incubation at 37°C for 30 min in the dark. Finally, after washing slides, DAPI was added to stain the nuclei, and antifading mounting medium was added dropwise to mount the plate, which was observed and photographed under a fluorescence microscope.

#### Lineage tracing of LGR5^+^ ISCs

To observe the protective effect of IVIg on ISCs, we crossed the *Lgr-*EGFP-IRES-creERT2 and tdTomato lines to obtain *Lgr-*EGFP-IRES-creERT2/Rosa26-tdTomato mice. At the age of 6-8 weeks, mice were used for experiments. One hour after irradiation, the mice were intraperitoneally injected with tamoxifen (2 mg/20 g body weight) to activate Cre recombinase. The mice were sacrificed at 24 h after TAI, and small intestines were collected to prepare frozen sections. *Lgr-*EGFP^+^ and tdTomato^+^ *Lgr-*derived cells were observed using a ZEISS Axio Observer with Apotome3.

#### Crypt isolation and enteroid culture

Small intestines (approximately 15 cm in length) from different mice were freshly isolated and washed with cold PBS, then opened longitudinally and cut into 5 cm pieces. The tissue segments were washed again with cold PBS and incubated in 5 mM EDTA supplemented with antibiotics for 40 min. After removing EDTA, the tissues were washed with PBS and shaken to release crypts and villi. The supernatant contents were filtered through a 70 μm cell strainer (BD Falcon) to remove villi. Crypts were counted and enriched by centrifugation (1000 g, 5 min, 4°C). Subsequently, the pellets of crypts were resuspended in Matrigel (Corning, Canada) and seeded into 96-well plates. After 15 min of incubation at 37°C, crypts were cultured with IntestiCult™ enteroid growth medium (Stemcell Technologies, Canada), and the medium was replaced every 3 days.

#### Western blotting

Protease and phosphatase inhibitors were preadded to RIP buffer, and samples were lysed on ice for 30 min. Protein concentration was determined using the BCA method with a kit from Thermo Scientific. Samples were separated on SDS-polyacrylamide gels, and then immunoblotting was performed. Membranes were incubated with 5% skim milk for 1 h, followed by an overnight incubation with the designated primary antibody at 4°C. The membrane was washed and then incubated with a membrane-bound secondary antibody for 1 h at room temperature. Finally, the membrane was rinsed 3 times in TBST, and an enhanced chemiluminescence solution (Millipore) was evenly applied. The chemiluminescence signal was recorded with a Tanon system.

#### Transcriptome analyses

Mice were sacrificed on Day 3 after irradiation, and jejunal tissues from mice were rapidly frozen in liquid nitrogen. Intestinal RNA was extracted using the TRIzol method, and transcriptome sequencing was performed by Shanghai Zhongke New Life Biotechnology Co., Ltd. The differentially expressed gene (DEG) screening, volcano mapping, and GSEA were performed using an online analysis system. The R mfuzz package was used to cluster genes with different tendencies. In addition, KEGG and GO analyses were performed using the DAVID online analysis system, and the data were visualized using the ggplot package in R.

### Quantification and statistical analysis

#### Statistical analysis and Blinded Assessment

Blinded Assessment: All organoid quantifications (survival and budding efficiency) were performed in a blinded manner by two independent researchers unaware of group assignments. Each experiment was independently repeated at least three times. Sample size (n) is provided in figure legends; n represents the number of independent biological replicates. Data were presented as mean ± SD. All statistical analyses were performed using GraphPad Prism 8.0. Comparisons between two groups were performed using unpaired, two-tailed Student’s t-test. For comparisons involving more than two groups, one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test for multiple comparisons was used. Asterisks indicate statistical significance (*ns*: not significant; ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001). *p* value < 0.05 was considered statistically significant.

# Supplementary material for: Intravenous immunoglobulin enhances intestinal stem cell regeneration to mitigate radiation-induced enteritis via promoting β-catenin nuclear translocation
**Source:** Stem Cell Reports. 2026 Jun 4;21(7):102934. doi: 10.1016/j.stemcr.2026.102934
**Supplement:** Document S1. Figures S1–S8

**Supplemental Information**

**Intravenous immunoglobulin enhances intestinal stem cell regeneration to mitigate radiation-induced enteritis via promoting  $\beta$ -catenin nuclear translocation**

**Jia He, Tiancheng Chu, Ping Fu, Peng Jiang, Li Ma, Fengjuan Liu, Xi Du, Zhenni Xu, Jun Xu, Lu Cheng, Changqing Li, Dengqun Liu, and Zongkui Wang**

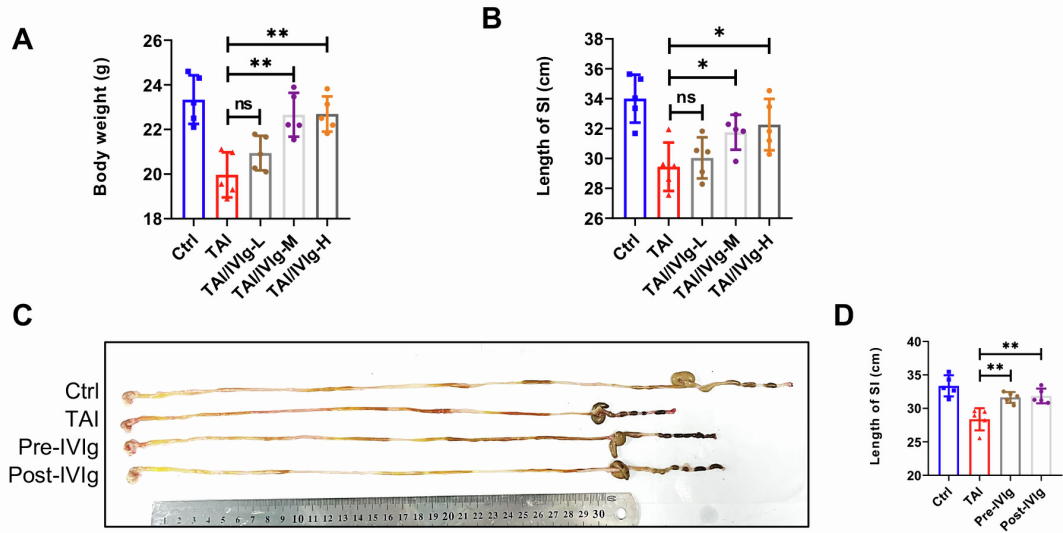

Figure S1. Effects of different IVIg concentrations and treatment timing on TAI mice. (A) Effects of different IVIg concentrations on body weight of TAI mice. (B) Effects of different IVIg concentrations on small intestinal length of TAI mice. (C) Effects of IVIg pretreatment and treatment on mouse intestinal tissue. (D) Statistical analysis of intestinal length.  $n = 5$  mice. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , ns = not significant.

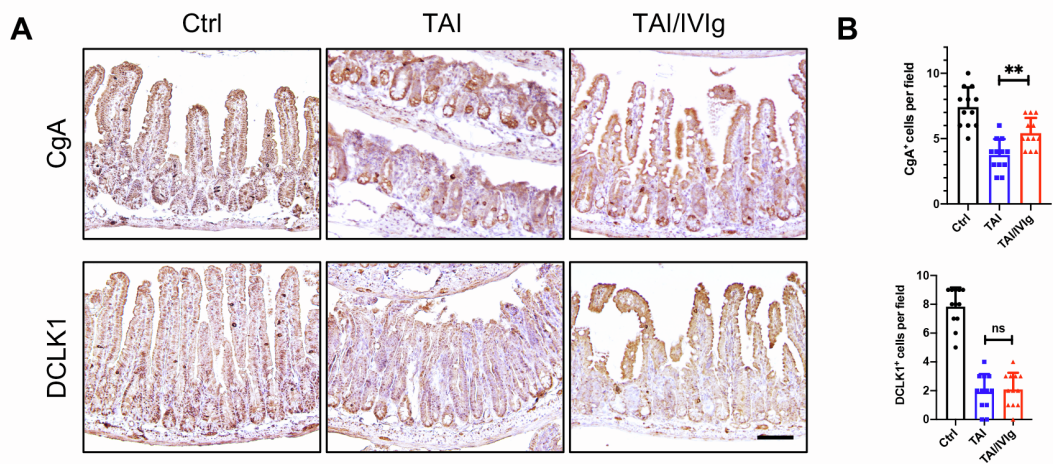

Figure S2. Effects of IVIg on other epithelial cells after TAI induction of RIE. (A) Representative images of CgA<sup>+</sup> cells of small intestines (Bar = 100  $\mu$ m). (B) Statistical analysis of CgA<sup>+</sup> cells,  $n = 12$  crypts. \*\*  $p < 0.01$ , ns = not significant.

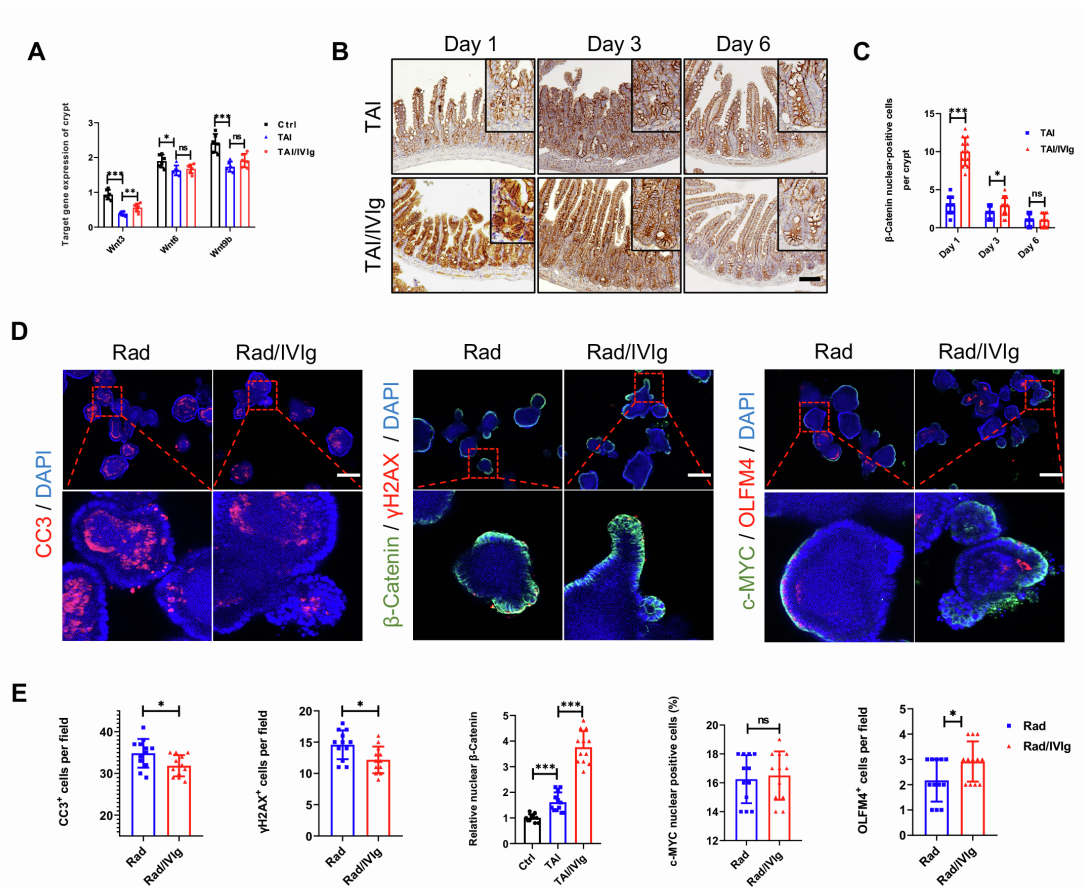

Figure S5. IVlg activates Wnt/ $\beta$ -Catenin signaling and alleviates radiation injury in intestinal crypts and organoids. (A) Changes in major *Wnt* subtypes in intestinal crypts of TAI mice after IVlg treatment. (B) Nuclear translocation of  $\beta$ -Catenin in mouse intestinal crypts shown by IHC. (C) Quantitative analysis of  $\beta$ -Catenin nuclear translocation. (D) Representative immunofluorescence images of Cleaved caspase-3,  $\gamma$ -H2AX,  $\beta$ -Catenin, OLFM4 and c-MYC and in enteroid. (E) Quantitative analysis of the markers shown in (D). \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , ns = not significant.

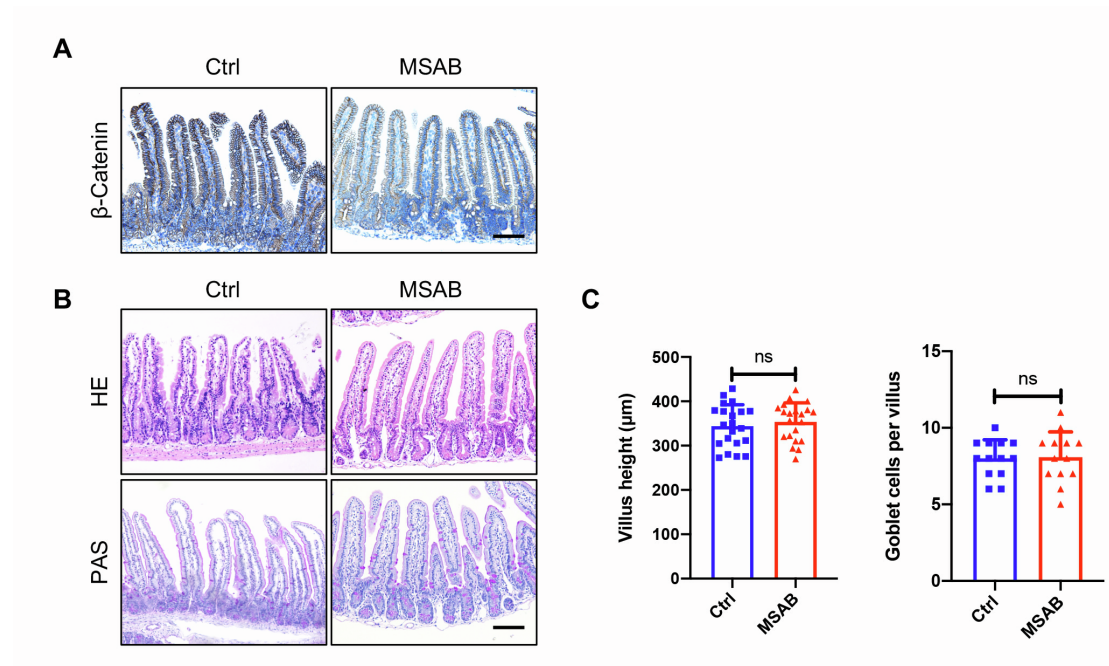

Figure S6. MSAB did not affect the intestine in short term. (A) Representative  $\beta$ -Catenin IHC-stained images of the small intestines (Bar = 100  $\mu\text{m}$ ). (B) Representative HE and PAS staining of the small intestines (Bar = 100  $\mu\text{m}$ ). (C) Statistical analysis of the villus heights and PAS<sup>+</sup> cells,  $n > 10$  villi. ns = not significant.

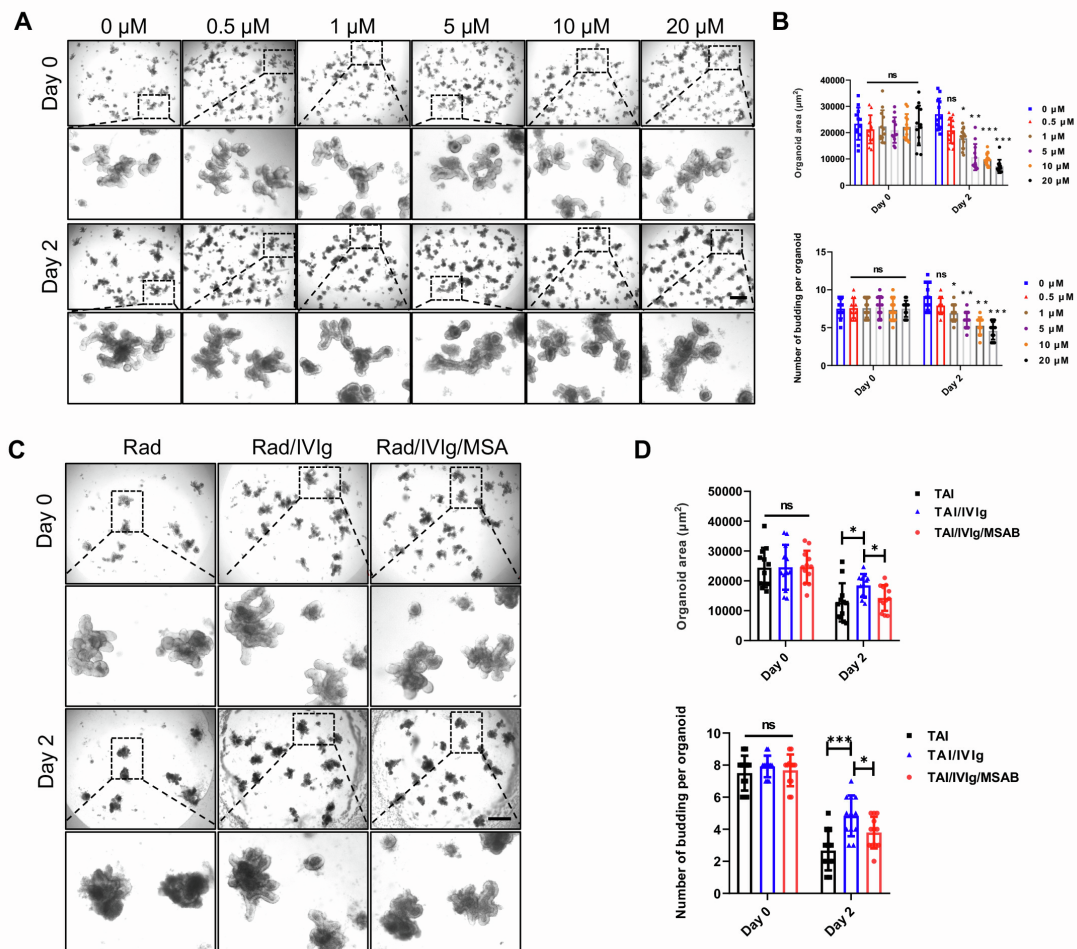

Figure S7. Blocking of the  $\beta$ -Catenin pathway eliminates the protective effect of IVIg on irradiation-damaged enteroids. (A) Microscopic images of mature enteroids after treatment with MSAB (Bar = 500  $\mu$ m). (B) Quantitative analysis of enteroids area and budding number per enteroid,  $n > 10$  crypts. (C) Microscopic images of enteroids after 6 Gy X-ray irradiation (scale bar = 500  $\mu$ m). (D) Quantitative analysis of enteroids area and budding number per enteroid,  $n = 12$  enteroids. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , ns = not significant.

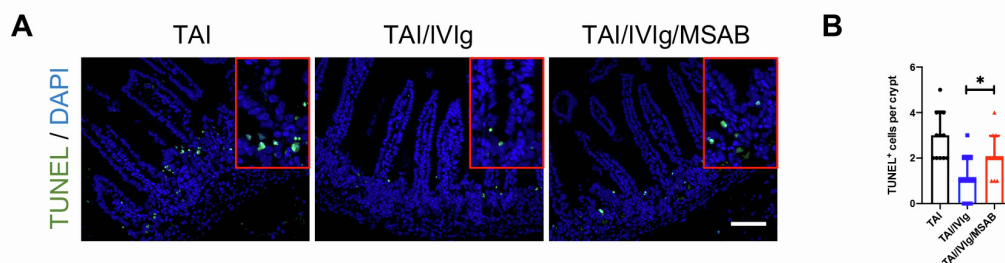

Figure S8. Blocking of the  $\beta$ -Catenin pathway eliminates the protective effect of IVIg against crypt apoptosis in TAI mice. (A) Representative TUNEL staining of small intestines (Bar = 100  $\mu$ m). (B) Statistical analysis of TUNEL<sup>+</sup> cells,  $n > 10$  crypts. \*  $p < 0.05$ .

# Supplementary material for: Intravenous immunoglobulin enhances intestinal stem cell regeneration to mitigate radiation-induced enteritis via promoting β-catenin nuclear translocation
**Source:** Stem Cell Reports. 2026 Jun 4;21(7):102934. doi: 10.1016/j.stemcr.2026.102934
**Supplement:** Document S2. Article plus supplemental information

# Intravenous immunoglobulin enhances intestinal stem cell regeneration to mitigate radiation-induced enteritis via promoting $\beta$ -catenin nuclear translocation

Jia He,<sup>1,3,5</sup> Tiancheng Chu,<sup>1,5</sup> Ping Fu,<sup>1,5</sup> Peng Jiang,<sup>1</sup> Li Ma,<sup>1</sup> Fengjuan Liu,<sup>1</sup> Xi Du,<sup>1</sup> Zhenni Xu,<sup>2</sup> Jun Xu,<sup>4</sup> Lu Cheng,<sup>4</sup> Changqing Li,<sup>1,\*</sup> Dengqun Liu,<sup>2,\*</sup> and Zongkui Wang<sup>1,6,\*</sup>

<sup>2</sup>Precision Radiation in Oncology Key Laboratory of Sichuan Province, Department of Experimental Research, Sichuan Cancer Hospital & Institute, Sichuan Provincial Engineering Research Center for Tumor Organoids and Clinical Transformation, Sichuan Clinical Research Center for Cancer, Sichuan Cancer Center, School of Medicine, University of Electronic Science and Technology of China, Chengdu 610041, China

<sup>5</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2026.102934>

## SUMMARY

Radiation-induced enteritis (RIE), a common adverse effect after radiotherapy for pelvic, abdominal, and retroperitoneal tumors, has no effective treatment. Our previous study showed that intravenous immunoglobulin (IVIg) ameliorated radiation toxicity. Here, we investigated the role of IVIg in enhancing intestinal stem cell (ISC) regeneration to mitigate RIE and its underlying mechanism. In a mouse RIE model, IVIg improved tissue repair, reduced intestinal epithelial apoptosis and pyroptosis, decreased inflammatory factors, enhanced antioxidant capacity, and alleviated DNA damage. Notably, IVIg promoted the proliferation of OLFM4<sup>+</sup> and LGR5<sup>+</sup> ISCs in crypts and mitigated radiation-induced enteroid damage *in vitro*. Lineage tracing revealed that IVIg enhanced LGR5<sup>+</sup> ISCs and their daughter cell survival. Mechanistically, IVIg promoted  $\beta$ -catenin nuclear translocation, and the  $\beta$ -catenin inhibitor MSAB diminished IVIg's radioprotective effects. Collectively, IVIg combats RIE by enhancing ISC regeneration via  $\beta$ -catenin nuclear translocation, highlighting its potential as an RIE therapeutic candidate.

## INTRODUCTION

Ionizing radiation exposures, such as those due to nuclear accidents, nuclear explosions, and radiotherapy, can cause serious damage to health. The extent of radiation-induced damage depends on the exposure dose, beam type, and radiosensitivity of the target organ (Gandle et al., 2020; Toullec et al., 2018). The gastrointestinal tract, especially the intestinal epithelium, is highly sensitive to radiation exposure, and humans who receive accidental exposure usually suffer from radiation-induced enteritis (RIE) (Bensemmane et al., 2021; Kwak et al., 2021). Radiotherapy in patients with pelvic, abdominal, and retroperitoneal tumors frequently results in either acute or chronic RIE, causing damage to the small or large intestine to different extents (Bhutta et al., 2023). It has been reported that approximately 20% of patients undergoing radiotherapy exhibit clinical symptoms of RIE, including abdominal pain, diarrhea, and malabsorption, which seriously limit the radiotherapy course (Loge et al., 2020). Although numerous studies have explored radioprotective agents, such as antioxidants, growth factors, and small chemical molecules, specific and effective treatments for RIE are still

lacking, and physicians can merely alleviate the clinical symptoms of RIE (Fu et al., 2021; Rao et al., 2021; Wang et al., 2022; Xiao et al., 2020). Thus, developing new drugs for RIE treatment is urgently needed.

The pathophysiology of RIE has been extensively studied over the past decades. However, the underlying mechanism is complex and remains elusive (Fan et al., 2022). The intestinal epithelium with a single-layer structure undergoes vigorous renewal and is completely renewed within 3–5 days, which is attributed to the proliferation and differentiation of intestinal stem cells (ISCs) (Clevers, 2013; Gregorieff et al., 2015; Zhu et al., 2022). Wnt/ $\beta$ -catenin signaling is pivotal to both homeostatic maintenance and regeneration of ISCs, and it has been found that the Wnt protein can bind to ISC surface receptors, which leads to the nuclear translocation of  $\beta$ -catenin (de Lau et al., 2014; Yan et al., 2017). Through this pathway, ISCs can support the rapid self-renewal and regeneration of the intestinal epithelium. It has been shown that after intestinal irradiation, the downregulation of  $\beta$ -catenin signaling by damaging ISC regulatory factors in cryptal and mesenchymal cells can lead to impaired regeneration of the intestinal epithelium (Jun et al., 2016; Yang et al., 2021). Thus, activating Wnt/ $\beta$ -catenin signaling in the

injured intestine may stimulate the proliferation and differentiation of ISCs, which ultimately promote the repair and regeneration of the intestinal epithelium (Lee et al., 2018; Lindemans et al., 2015).

Intravenous immunoglobulin (IVIg), which is a therapeutic preparation of IgG derived from pooled plasma from thousands of healthy blood donors, contains a broad spectrum of various antibodies and exhibits the dual function of immune replacement and immune regulation. The main component of IVIg is IgG, which can recognize and bind to diverse pathogen antigens, activate the complement system, promote the macrophage response, and neutralize viruses and toxins (Howard et al., 2017; Willison et al., 2016). As approved by the US FDA, IVIg is used as a first-line treatment for a variety of autoimmune and inflammatory diseases. IVIg has been widely used clinically for the treatment of Guillain-Barre syndrome, myasthenia gravis, multifocal motor neuropathy, immune thrombocytopenia, and Kawasaki disease, and it is also used in selected cases of multiple sclerosis (Bussel et al., 2021; Ganigara et al., 2021; Gibbons and Klein, 2021; Howard et al., 2017; Willison et al., 2016; Zuercher et al., 2016). Furthermore, IVIg may be a potential therapeutic for refractory inflammatory bowel disease, as numerous studies have demonstrated its efficacy in treating dextran sulfate sodium-induced colitis in mouse models (Charlet et al., 2019; Kozicky et al., 2019; Levine et al., 1992). However, the effects of IVIg on radiation-induced intestinal injuries remain largely unexplored. Our previous study showed that IVIg alleviated radiation toxicity, including hematopoietic and gastrointestinal tract injuries, by regulating the gut microbiota (Wang et al., 2023). Moreover, we demonstrated that IVIg protected the integrity of the intestinal epithelial barrier and inhibited ferroptosis induced by radiation exposure (He et al., 2024). Nevertheless, the effect of IVIg on ISCs afflicted with radiation-induced intestinal injury in mice and the underlying mechanism of action are still unclear.

In the present study, we found that IVIg augmented the regeneration of ISCs and promoted recovery of the intestinal epithelium in RIE mice. The results showed that IVIg alleviated RIE by reducing apoptosis and pyroptosis in intestinal epithelial cells, promoting crypt regeneration, and alleviating DNA damage. In addition, IVIg rescued OLFM4<sup>+</sup> and LGR5<sup>+</sup> ISCs from radiation toxicity. Finally, the classical nuclear translocation of  $\beta$ -catenin played a pivotal role in IVIg-mediated intestinal regeneration after radiation-induced injury. To our knowledge, this study is the first on the regulation of ISC function after RIE by IVIg, and it suggests a novel and effective medical countermeasure to mitigate RIE in clinical practice.

## RESULTS

### IVIg mitigates radiation-induced intestinal toxicity in mice

To investigate the effect of IVIg on RIE, we first established a mouse model of 12 Gy single-dose total abdominal irradiation (TAI). 250, 500, and 1,000 mg/kg doses of IVIg were defined as IVIg-L, IVIg-M, and IVIg-H, respectively. We found that a moderate dose of 500 mg/kg was sufficient to preserve body weight and intestinal length in irradiated mice (Figures S1A and S1B). As shown in Figure 1A, C57BL/6J mice received an intravenous injection of IVIg at 500 mg/kg within 1 h of 12 Gy TAI, followed by repeated injection every three days. Compared with the control group, the TAI group exhibited a significant reduction in small intestine length, whereas IVIg treatment markedly increased the small intestine length (Figures 1B and 1C). The regenerative effects of IVIg on the intestine were further examined by microscopic analysis of the villus-crypt axis. The IVIg-treated mice showed improved crypt architecture and restored crypt depth compared with the TAI group on days 3 and 6, which indicated mitigation of radiation-induced intestinal damage (Figures 1D and 1E). Both prophylactic (1 h before irradiation) and therapeutic (1 h after irradiation) intravenous administration of IVIg conferred consistent protective effects (Figures S1C and S1D). Furthermore, IVIg administration significantly decreased the number of cleaved caspase-3<sup>+</sup> (CC3) crypt cells on day 1 post-TAI, demonstrating that IVIg prominently suppressed cell apoptosis in the crypts (Figures 1F and 1G). On day 3, the TAI group showed a substantial increase in gasdermin D-positive (GSDMD<sup>+</sup>) cells in the whole intestinal epithelium, whereas the shear band of N-terminal fragment of gasdermin D (GSDMD-N) was markedly increased in intestinal crypts. Remarkably, IVIg administration significantly mitigated pyroptosis in the intestinal epithelium (Figures 1H and 1I). Collectively, these results underscored the protective efficacy of IVIg in mitigating intestinal toxicity caused by TAI.

### IVIg mitigates the inflammatory response, oxidative stress, and DNA damage induced by TAI

Radiation injury usually triggers systemic inflammatory reactions and oxidative stress. On day 2 after TAI, it was found that the IVIg-treated mice had longer small intestines than the control mice, and inflammatory exudate was clearly observed in the intestinal lumen of the TAI mice but not in the TAI/IVIg group (Figure 2A). This finding implied that IVIg might be capable of alleviating inflammation and oxidative stress after TAI. Therefore, we subsequently examined the levels of inflammatory factors and antioxidants using ELISA. The results

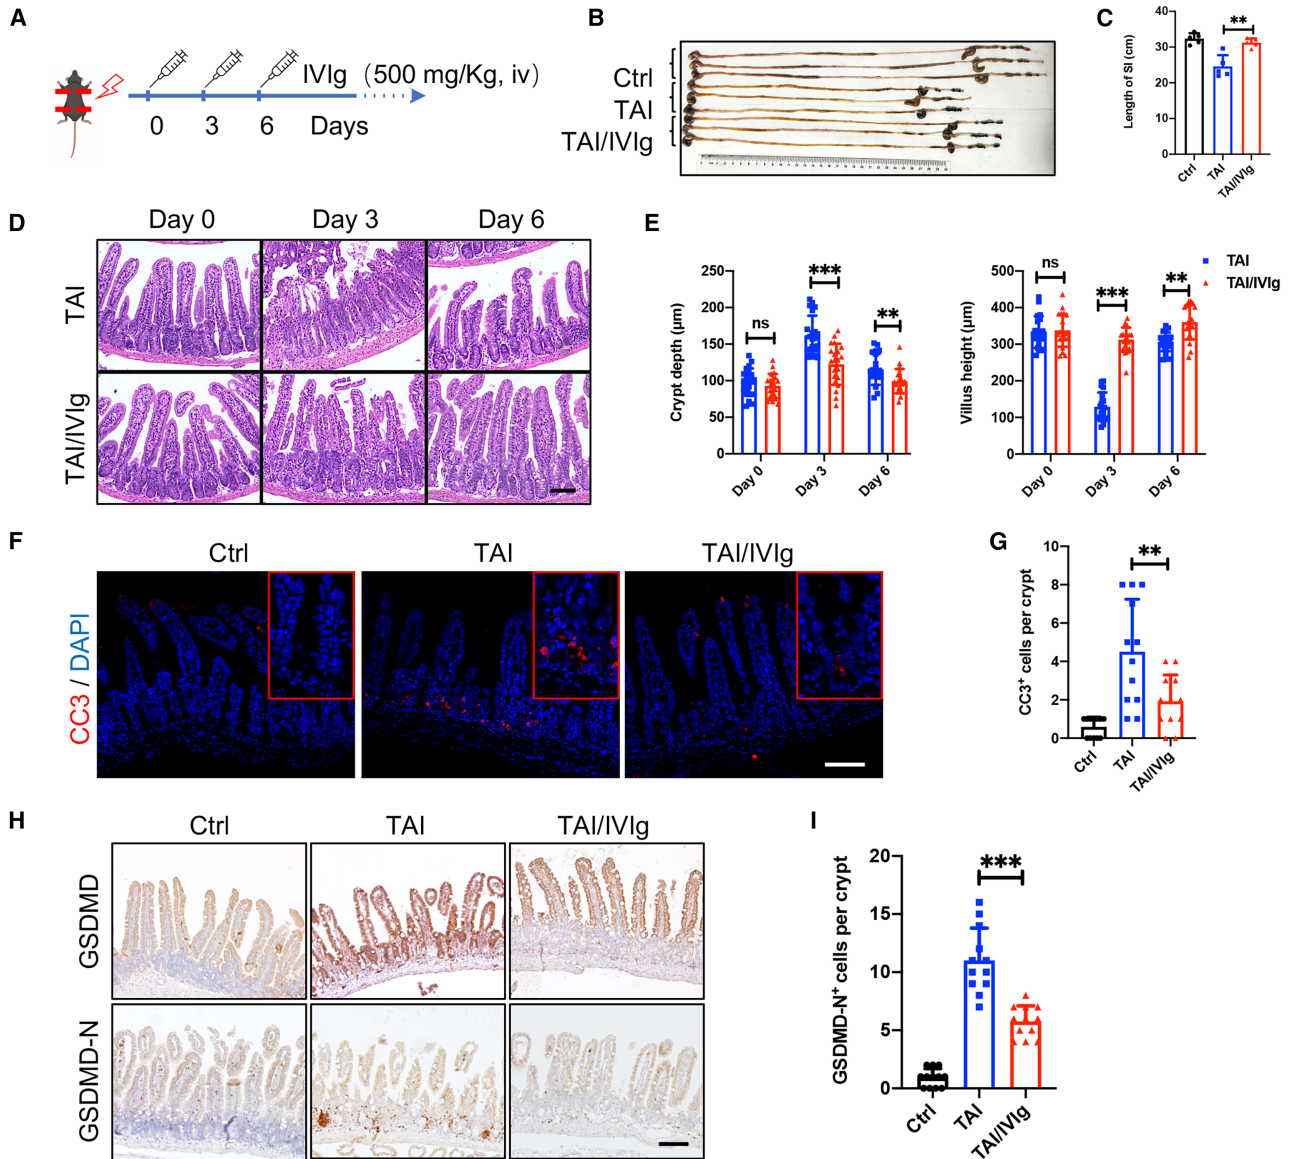

**Figure 1. IVIg mitigates radiation-induced intestinal toxicity in mice**

- (A) 12 Gy TAI irradiation and administration regimen.  
 (B) Comparison of intestinal gross morphology on day 3 after TAI.  
 (C) Statistical analysis of small intestinal length on day 3 after TAI,  $n = 5$ .  
 (D) Representative images of small intestinal H&E staining on days 0, 3, and 6 after TAI (scale bars, 100  $\mu$ m).  
 (E) Statistical analysis of crypt depth and villus height in mouse small intestine;  $n > 15$  crypts/villi per group.  
 (F) Representative images of CC3 staining in small intestinal crypts on day 1 after 12 Gy TAI (scale bars, 100  $\mu$ m).  
 (G) Comparison of the number of CC3-positive cells in mouse crypts;  $n = 12$  crypts.  
 (H) Immunohistochemical staining of GSDMD and GSDMD-N in mouse small intestine on day 3 after TAI (scale bars, 100  $\mu$ m).  
 (I) Quantitative comparison of GSDMD-N-positive cells;  $n = 12$  crypts. \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; ns, not significant.

demonstrated that IVIg significantly decreased the elevated levels of interleukin 1 $\beta$  (IL-1 $\beta$ ), IL-6, and IL-17 and interferon  $\gamma$  (IFN- $\gamma$ ) in the small intestines of the TAI mice (Figure 2B). Compared with those in the untreated group, the superoxide dismutase (SOD) and glutathione

(GSH) levels were significantly decreased in the TAI group and significantly ameliorated by IVIg treatment (Figure 2C), suggesting that IVIg could attenuate RIE by reducing oxidative stress. Additionally, DNA damage was analyzed in the TAI and TAI/IVIg groups. Strong

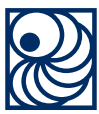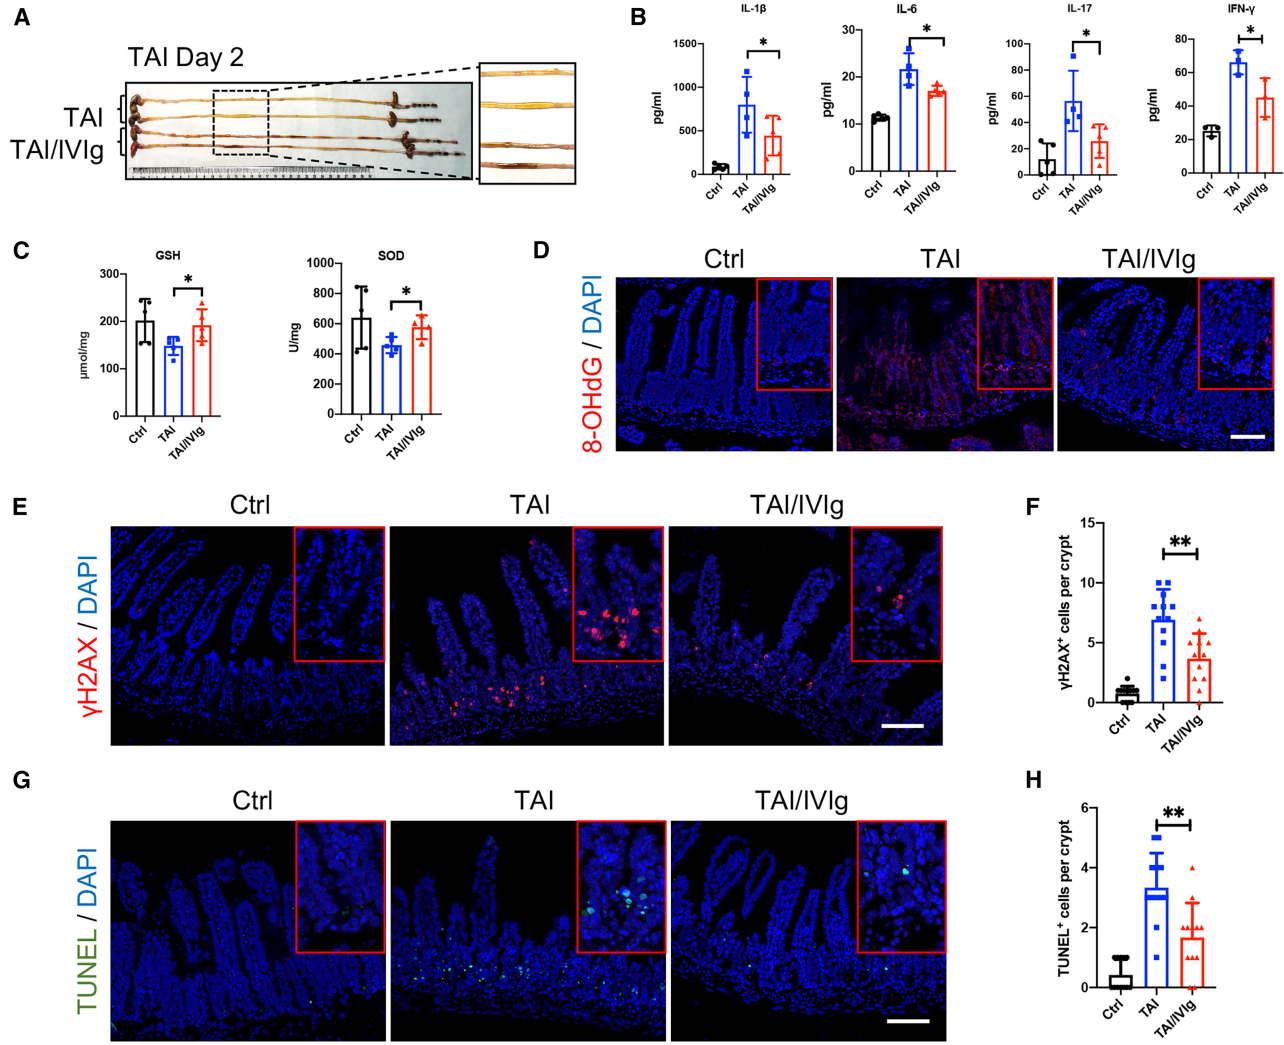

**Figure 2. IVIg attenuated intestinal inflammatory oxidative stress and reduced DNA damage and apoptosis after TAI treatment**

(A) Intestinal bright-field images on day 2 after TAI,  $n = 5$ .  
 (B) ELISA of IL-1 $\beta$ , IL-6, IL-17, and IFN- $\gamma$  levels in small intestinal tissues on day 2 after TAI ( $n = 4$  or 5).  
 (C) Intestinal oxidative stress levels on day 2 after TAI.  
 (D) 8-OHdG immunofluorescence staining on day 2 after TAI (scale bars, 100  $\mu$ m).  
 (E) Immunofluorescence staining of  $\gamma$ H2AX-positive cells in small intestinal crypts on day 1 after TAI (scale bars, 100  $\mu$ m).  
 (F) Quantification of  $\gamma$ H2AX-positive cells in mouse small intestinal crypts on day 1 after 12 Gy TAI;  $n > 10$  crypts.  
 (G) Representative images of TUNEL-positive cells on day 1 after TAI (scale bars, 100  $\mu$ m).  
 (H) Quantification of TUNEL-positive cells in mouse crypts;  $n > 10$  crypts per group.  
 \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ .

8-hydroxy-2'-deoxyguanosine (8-OHdG) staining was observed at 24 h in the TAI group, whereas staining was significantly reduced in the TAI/IVIg intestine (Figure 2D). Moreover,  $\gamma$ H2AX<sup>+</sup> signals were obviously increased in the crypts at 24 h after TAI, indicating severe DNA damage, but there was a significant decrease in  $\gamma$ H2AX signals in the crypts of mice receiving IVIg treatment (Figures 2E and 2F). A significant increase in the

number of TUNEL<sup>+</sup> cells was observed in the crypts at 24 h after TAI, but the number decreased in the IVIg-treated group, indicating that IVIg mitigated radiation-induced apoptosis in the crypts (Figures 2G and 2H).

Collectively, these data demonstrate that IVIg reduces radiation-induced inflammation, oxidative stress, DNA damage, and cell apoptosis, and, thus, IVIg treatment improves the microenvironment for ISC survival, which is necessary

for the rapid regeneration of the intestinal epithelium after RIE.

### IVIg promotes proliferation and maintains epithelial lineages in the small intestine after radiation-induced injury

Ki67 immunohistochemistry (IHC) staining showed that Ki67<sup>+</sup> crypt cells decreased on day 1 after TAI and recovered gradually by days 3 and 6. IVIg treatment markedly increased Ki67<sup>+</sup> cells, especially proliferative ISCs, at the crypt base (red arrows, Figure 3A). Statistical results are consistent with this trend (Figure 3B). Intestinal tissues were collected 90 min after BrdU injection for BrdU immunofluorescence (IF) staining. Clear BrdU<sup>+</sup> crypt cells were observed in the control group, whereas their number was markedly decreased in the TAI group on day 3 after TAI. IVIg treatment significantly increased the number of BrdU<sup>+</sup> cells in the crypts, suggesting that IVIg promotes DNA synthesis and cell proliferation following TAI-induced intestinal injury (Figures 3C and 3D). IVIg administration also increased the number of goblet cells (PAS<sup>+</sup>) in the villi of the TAI/IVIg mice compared with that in the TAI group on day 3 after irradiation (Figures 3E and 3F). Similarly, the mice in the TAI/IVIg group showed significant increases in the numbers of both Paneth cells (LYSOZYME<sup>+</sup>) and absorptive epithelial cells (FABP1<sup>+</sup>) compared with those in the TAI group (Figure 3G). The number of CgA<sup>+</sup> (chromogranin A) cells was significantly reduced 3 days after TAI. IVIg treatment contributed to a significant recovery in the number of CgA<sup>+</sup> cells (Figure S2). Transcriptome analysis indicated that IVIg upregulated the expression of multiple genes associated with cell proliferation in RIE mice, thereby exerting a protective effect against RIE (Figure 3H). Collectively, these findings demonstrate that IVIg enhances the proliferative activity of crypt epithelial cells and preserves intestinal epithelial structure following TAI-induced intestinal damage.

### IVIg increases the survival of enteroids after radiation-induced toxicity

To investigate the *in vitro* effect of IVIg on RIE, an enteroid model was established (Figure S3A). Our data revealed that a minimum concentration of 2.5 mg/mL IVIg promoted the formation of crypt-like buds in the enteroids (Figures S3B and S3C). The enteroids were exposed to a single 6 Gy X-ray irradiation, and the experimental group was treated with IVIg immediately after irradiation. IVIg treatment significantly increased the survival rate of enteroids on day 3 and promoted their regeneration by day 6 (Figures 4A and 4B). As shown by H&E staining in Figure 4C, the structure of enteroids in the IVIg-treated group was more intact and comparable to that in the control group. In contrast, isolated F(ab')<sub>2</sub> fragments of IVIg

and IgG1 did not mimic the protective effect of intact IVIg (Figure S4). These findings suggest that the protective effect of IVIg in irradiated intestinal organoids is Fc dependent and requires IVIg-specific properties. Moreover, an increased presence of Ki67<sup>+</sup> proliferative epithelial cells in the IVIg-treated enteroids was found by confocal IF, suggesting that IVIg was capable of promoting cell proliferation of radiation-damaged enteroids (Figure 4D). The results of IF staining showed that  $\gamma$ H2AX and 8-OHdG fluorescence was less obvious in the IVIg-treated enteroids, suggesting that IVIg was able to protect the DNA of radiation-damaged intestinal cells in the enteroid model (Figure 4E). In addition, IVIg-treated enteroids displayed fewer apoptotic cells than the irradiation group (Figure 4F). Consequently, these results support that IVIg can directly impact the cryptal epithelium and potentially enhance the survival of ISCs, which serve as the progenitors of daughter epithelial cells in enteroids.

### IVIg promotes the survival and differentiation of ISCs after RIE

OLFM4 IHC staining showed that the number of OLFM4<sup>+</sup> ISCs was markedly reduced on days 1 and 3 after 12 Gy TAI. Administration of IVIg significantly increased the number of OLFM4<sup>+</sup> ISCs, and the two groups exhibited comparable numbers on day 6 (Figure 5A). Statistical results are consistent with this trend (Figure 5B). Furthermore, the crypts were isolated on day 3 after irradiation, and western blot was used to detect OLFM4 protein expression. The results showed higher OLFM4 protein levels in the IVIg-treated group (Figure 5C). These findings indicated that IVIg attenuates the reduction in OLFM4<sup>+</sup> ISCs caused by radiation injury and accelerates their recovery. Subsequently, LGR5 IHC staining revealed that the number of LGR5<sup>+</sup> ISCs in IVIg-treated mice was significantly higher than that in the control group on day 3 after irradiation (Figures 5D and 5E). To further verify the effect of IVIg on ISCs, *Lgr-EGFP-IRES-CreERT2/Rosa26-tdTomato* mice were used to label and trace LGR5<sup>+</sup> ISCs. Tamoxifen was injected intraperitoneally within 1 h of irradiation, and the mice were sacrificed 24 h later. In the TAI group, LGR5<sup>+</sup> ISCs and tdTomato<sup>+</sup> progeny were almost completely lost, whereas IVIg-treated mice retained viable EGFP<sup>+</sup> LGR5<sup>+</sup> ISCs that generated new tdTomato<sup>+</sup> epithelial daughter cells (Figure 5F). Quantification confirmed more *Lgr-EGFP*<sup>+</sup> ISCs and tdTomato<sup>+</sup> epithelial cells in the crypts of the IVIg group (Figure 5G). Crypts isolated from these mice were cultured as enteroids and labeled with 4-hydroxytamoxifen before 6 Gy irradiation. *In vitro*, irradiation markedly reduced EGFP<sup>+</sup> LGR5<sup>+</sup> ISCs and tdTomato<sup>+</sup> progeny, while IVIg treatment preserved both populations (Figure 5H). These results support that IVIg enhances ISC function and ameliorates TAI-induced intestinal injury.

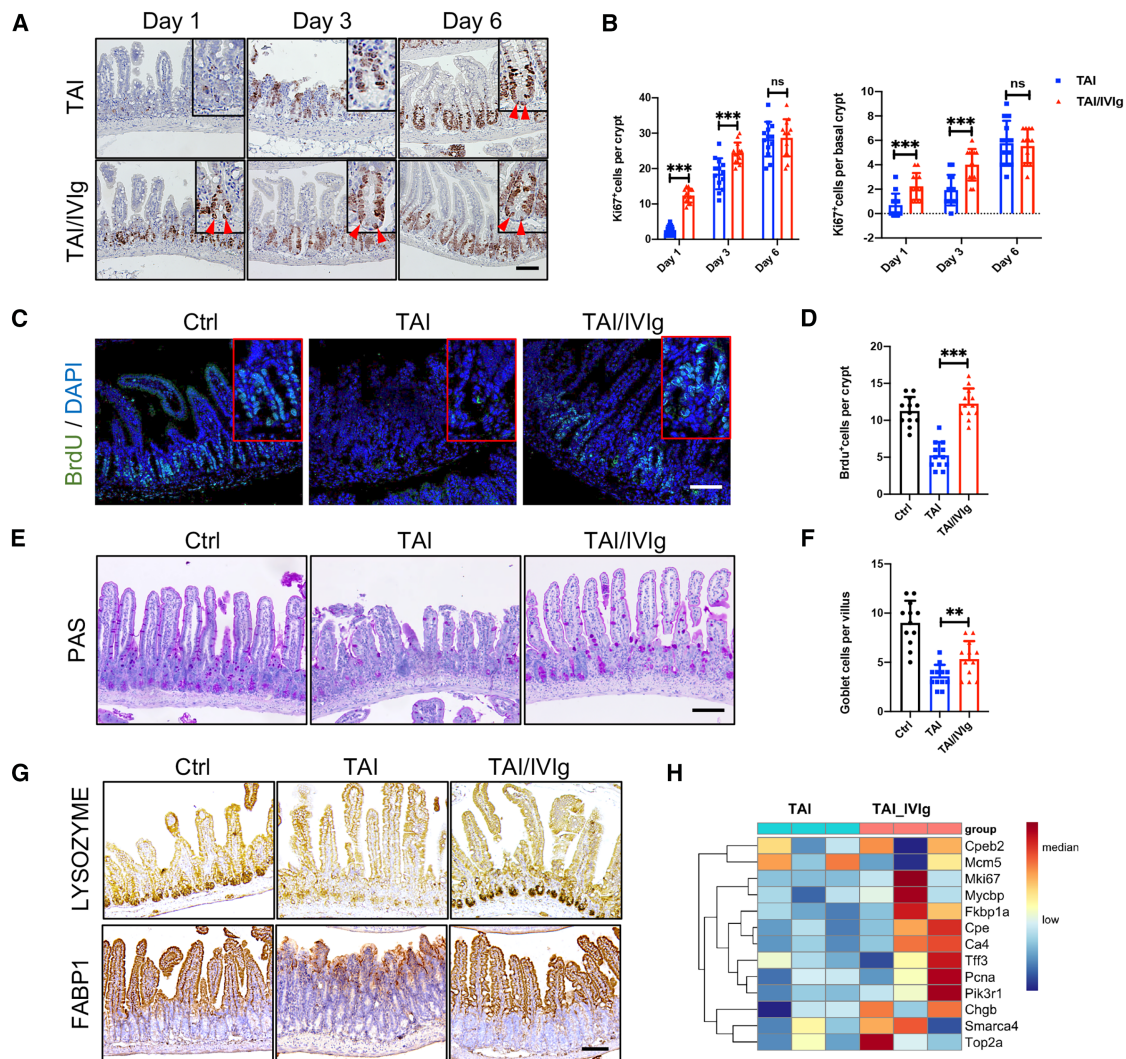

**Figure 3. IVIg increased the proliferation capability and differentiation toward goblet cells, Paneth cells, and absorptive epithelial cells in the small intestines after TAI**

(A) Representative images of Ki67 immunohistochemical staining of regenerating crypts in the small intestine on days 1, 3, and 6 after 12 Gy TAI (scale bars, 100  $\mu$ m).

(B) Quantitative analysis of Ki67-positive cells in the whole crypt and crypt base;  $n = 12$  crypts.

(C) Representative images of BrdU immunofluorescence staining of small intestinal crypts on day 3 after 12 Gy TAI (scale bars, 100  $\mu$ m).

(D) Quantitative analysis of BrdU-positive cells in small intestinal crypts;  $n = 12$  crypts.

(E) PAS staining of intestinal epithelial goblet cells on day 3 after TAI (scale bars, 100  $\mu$ m).

(F) Quantitative analysis of PAS-positive cells in the intestine on day 3 after TAI;  $n = 12$  crypts.

(G) Representative images of LYSOZYME and FABP1 immunohistochemical staining of the mouse small intestine on day 3 after TAI;  $n = 6$ .

(H) Heatmap of small intestinal transcriptome sequencing showing the expression of genes related to cell proliferation and differentiation;  $n = 3$  mice. \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; ns, not significant.

### IVIg promotes the nuclear translocation of $\beta$ -catenin to augment the survival of ISCs and epithelial regeneration after TAI-induced injury

Analysis of intestinal transcriptome sequencing data identified three significantly different gene clusters (cluster 2, cluster 6, and cluster 7) for further in-depth analysis (Figure 6A).

Differentially expressed genes (DEGs) between the TAI/IVIg and TAI groups were analyzed and visualized using volcano plots (Figure 6B). The target gene clusters were intersected with DEGs in the TAI/IVIg group versus the TAI group, and 161 genes were screened by Venn diagram (Figure 6C). Further Gene Ontology (GO) and Kyoto Encyclopedia of

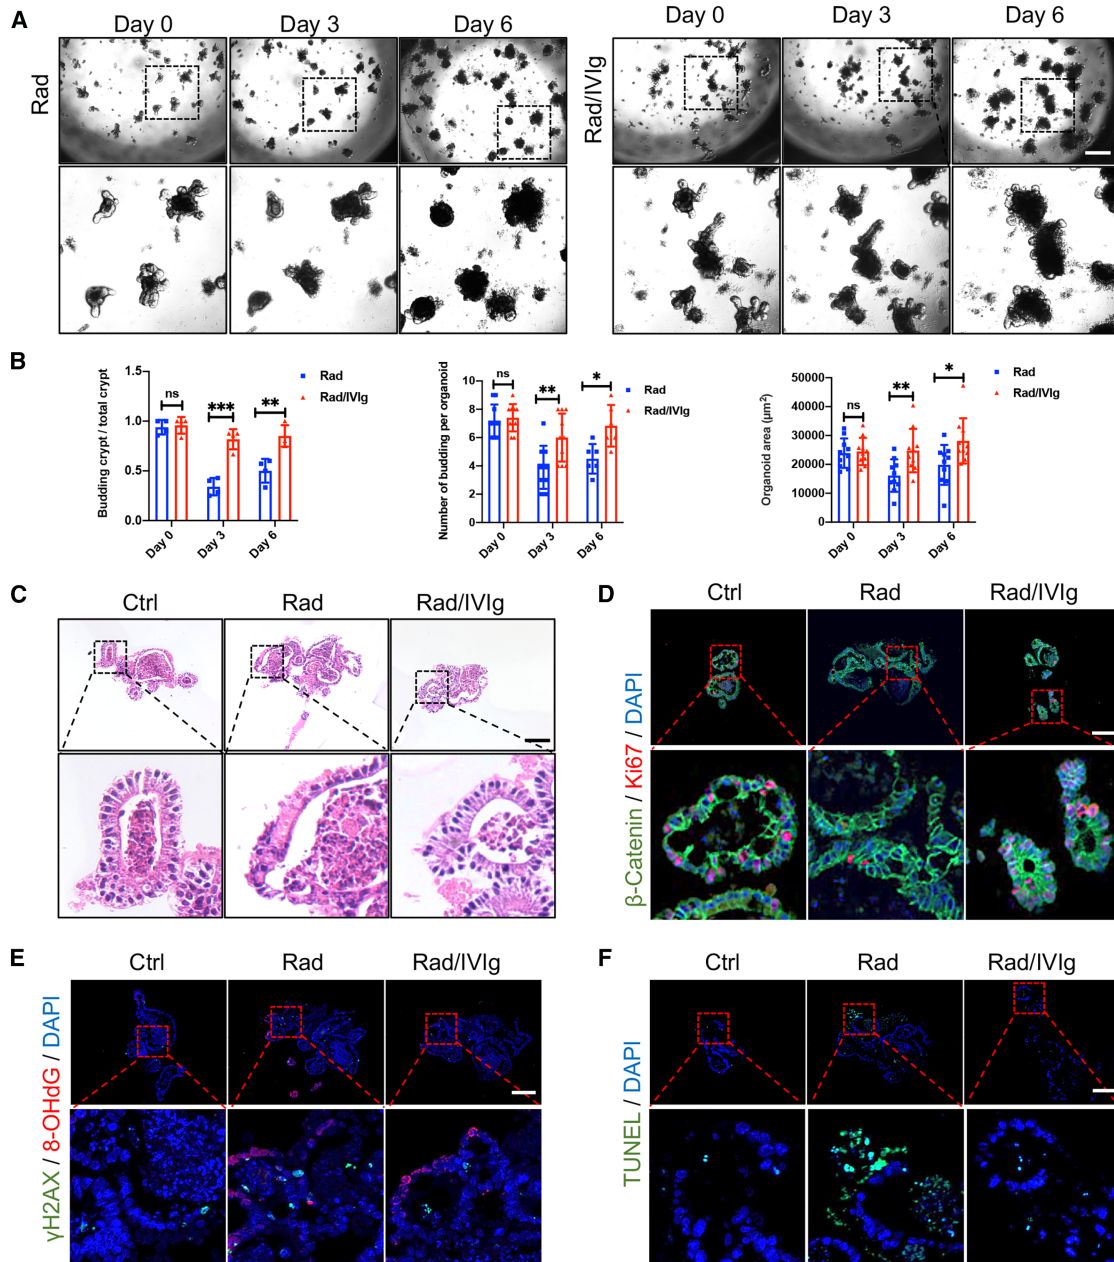

**Figure 4. IVIg alleviated radiation-induced toxicity and promoted cell proliferation in enteroids**

(A) Microscopic images of enteroids on days 0, 3, and 6 after 6 Gy X-ray irradiation (scale bars, 500  $\mu$ m).

(B) Quantitative analysis of enteroids on days 0, 3, and 6 after 6 Gy irradiation, including the percentage of budding enteroids, enteroid area, and budding number per enteroid. Three independent biological replicates (from 3 mice) were analyzed, and 12 enteroids were counted.

(C) Representative images of H&E staining of enteroids in each group on day 2 after 6 Gy irradiation (scale bars, 100  $\mu$ m).

(D) Immunofluorescence staining of Ki67 (red) and  $\beta$ -catenin (green) in enteroids on day 2 after 6 Gy irradiation (scale bars, 100  $\mu$ m). Data are representative of three independent experiments.

(E) Representative images of  $\gamma$ H2AX (green) and 8-OHdG (red) immunofluorescence staining of enteroids after 6 Gy irradiation.

(F) Representative images of TUNEL-positive cells on day 2 after 6 Gy irradiation (scale bars, 100  $\mu$ m). \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; ns, not significant.

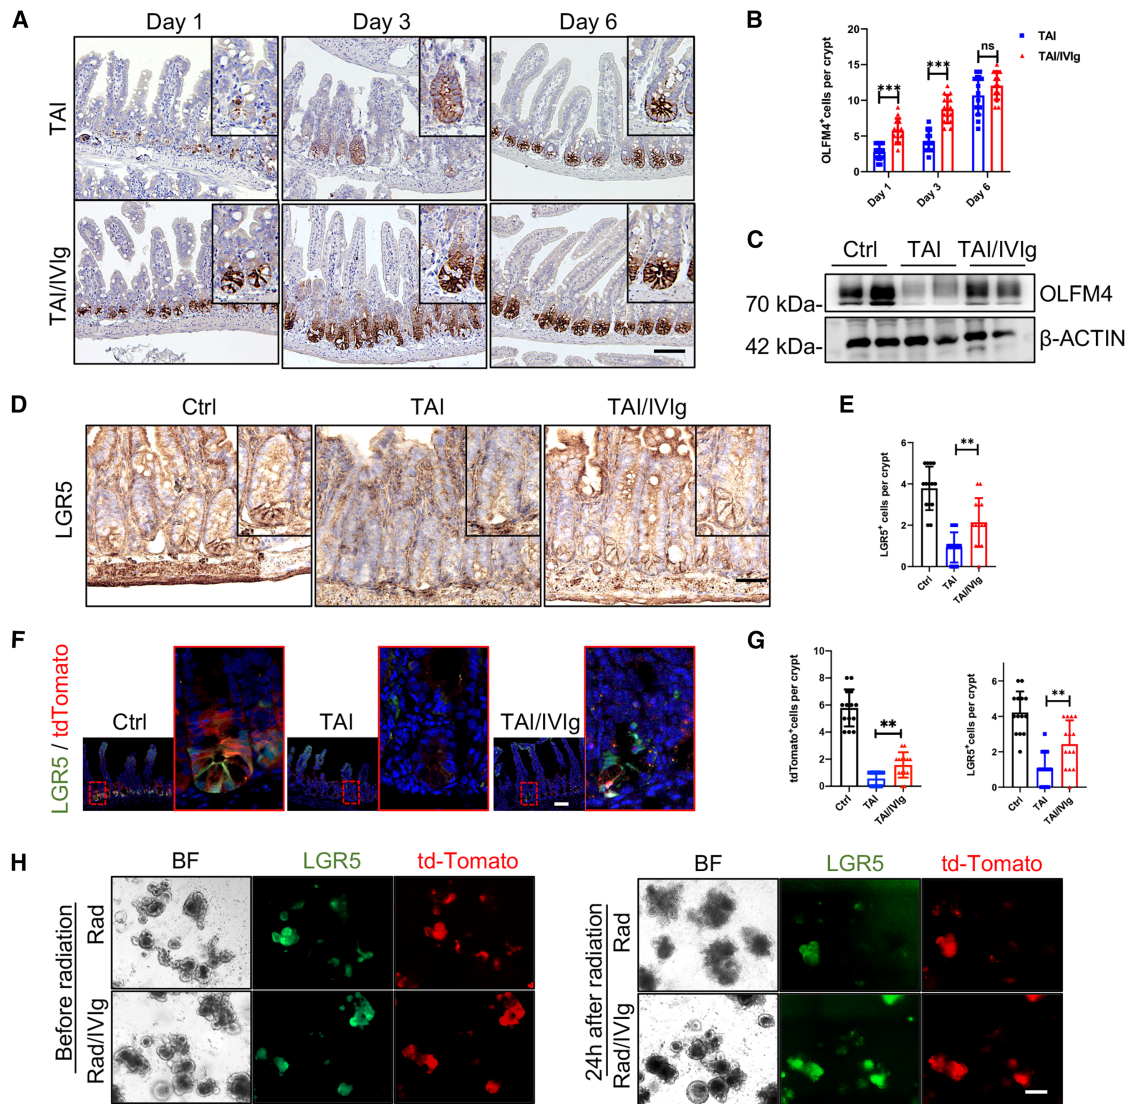

**Figure 5. IVIg promoted the survival of OLFM4<sup>+</sup> and LGR5<sup>+</sup> ISCs after 12 Gy TAI injury**

(A) Representative images of OLFM4 immunohistochemical staining of the mouse small intestine on days 1, 3, and 6 after 12 Gy irradiation (scale bars, 100  $\mu$ m).

(B) Quantitative analysis of OLFM4-positive cells;  $n = 12$  crypts per group.

(C) Western blotting detection of OLFM4 protein in the small intestine.

(D) Representative images of LGR5<sup>+</sup> ISCs in crypts on day 3 after 12 Gy TAI (scale bars, 200  $\mu$ m).

(E) Quantitative analysis of LGR5<sup>+</sup> crypt cells in each group;  $n = 12$  crypts.

(F) Lineage tracing images of *Lgr*-EGFP-positive ISCs (green) and their tdTomato-positive progeny (red) at 24 h after 12 Gy TAI (scale bars, 100  $\mu$ m).

(G) Quantitative analysis of LGR5<sup>+</sup> ISCs and their progeny;  $n = 12$  crypts.

(H) *In vitro* lineage tracing images of LGR5<sup>+</sup> ISCs (green) and their tdTomato-positive progeny (red) in enteroids at 24 h after 6 Gy irradiation (scale bars, 100  $\mu$ m). Six mice were used per group in animal experiments.

\*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; ns, not significant.

Genes and Genomes (KEGG) enrichment analyses of these genes revealed that the Wnt/ $\beta$ -catenin pathway mediates the protective effect of IVIg on the intestine in TAI-treated mice (Figures 6D and 6E). Reverse-transcription polymerase

chain reaction (RT-PCR) was performed to detect the expression of the three major Wnt subtypes in the intestine, showing that IVIg mainly regulated the *Wnt3a* subtype (Gregorieff et al., 2005) (Figure S5A).

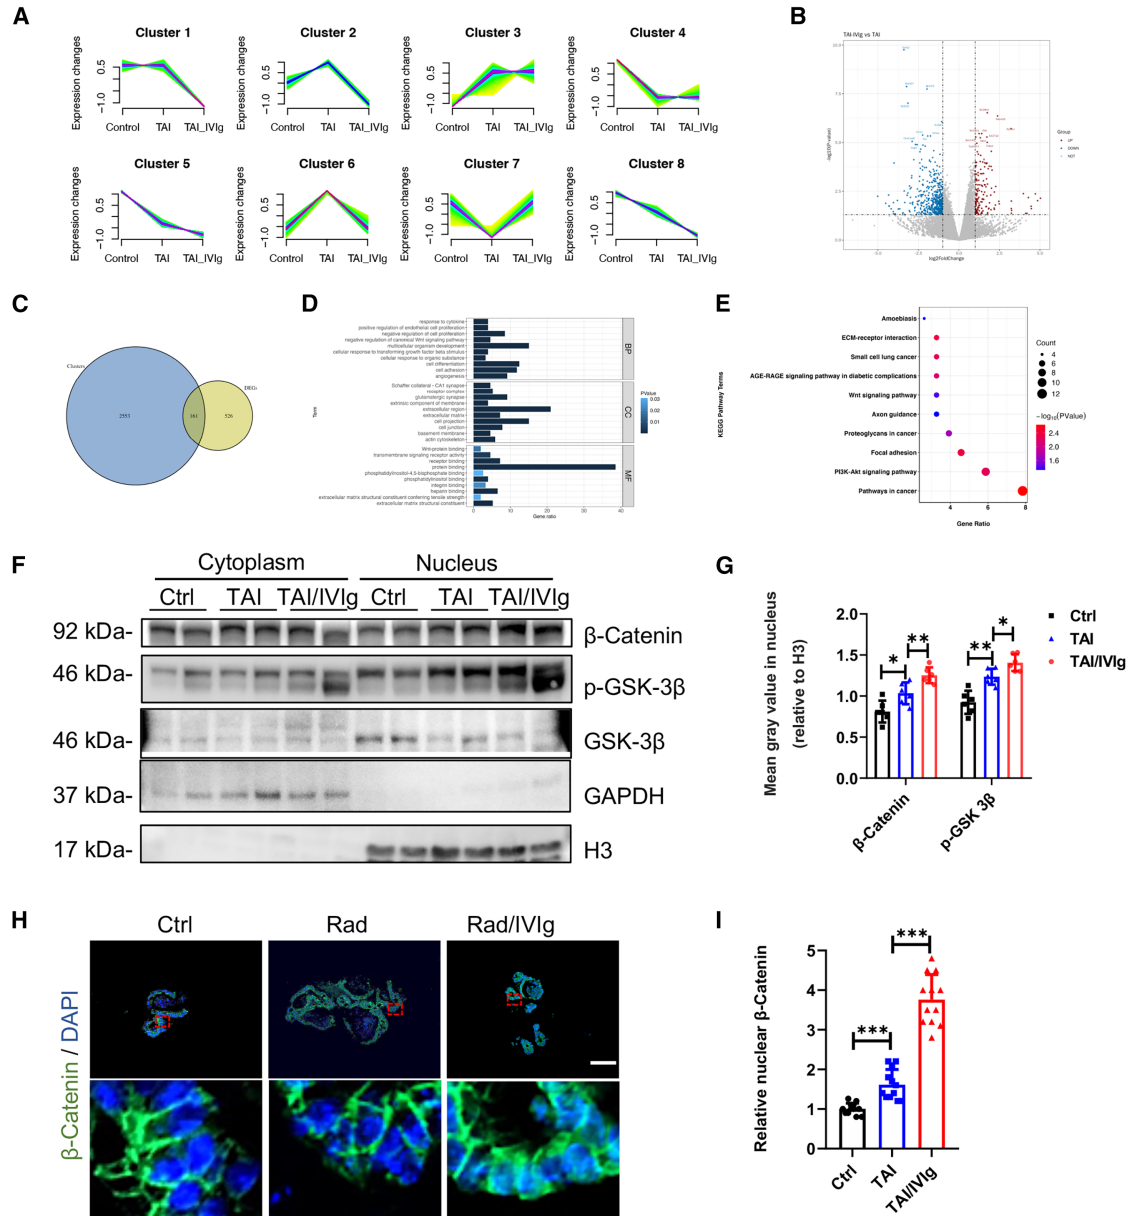

**Figure 6. IVIg activated the  $\beta$ -catenin pathway after TAI to augment the survival of ISCs**

(A) Cluster analysis of gene transcriptome sequencing.

(B) Volcano plot of differentially expressed genes;  $n = 3$  mice.

(C) Venn diagram of differentially expressed genes in clusters 2, 6, and 7.

(D) GO functional enrichment analysis of the overlapping genes in the Venn diagram.

(E) KEGG pathway analysis of the overlapping genes in the Venn diagram.

(F) Western blotting results of  $\beta$ -catenin, GSK3 $\beta$ , and  $p$ -GSK3 $\beta$  in the cytoplasm and nucleus of mouse intestinal crypts on day 2 after 12 Gy irradiation.

(G) Quantitative analysis of western blotting results.

(H) Representative images of  $\beta$ -catenin (green) immunofluorescence staining in mouse enteroids on day 2 after 6 Gy irradiation (scale bars, 100  $\mu$ m).

(I) Quantitative analysis of nuclear  $\beta$ -catenin expression in enteroids after 6 Gy irradiation.

\*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

IHC results showed that  $\beta$ -catenin was barely detectable in the nuclei of intestinal tissues on day 1 after TAI-induced intestinal injury, but its expression gradually increased at day 3 and recovered to normal levels by day 6. Compared with the TAI group, prominent expression of  $\beta$ -catenin was observed in the nuclei of small intestinal crypts in the IVIg-treated group at day 1 post-TAI injury (Figures S5B and S5C). Furthermore, western blot analysis was performed to detect the expression of  $\beta$ -catenin pathway-related proteins in the nucleus and cytoplasm of the small intestinal crypts at 24 h post-injury. The results revealed that the nuclear expression levels of  $\beta$ -catenin and  $p$ -GSK-3 $\beta$  in intestinal crypts were significantly elevated in the TAI/IVIg group compared with those in the TAI group (Figures 6F and 6G), suggesting that IVIg promotes the activation of the  $\beta$ -catenin pathway. *In vitro* experiments showed that 12 h after 6 Gy irradiation, the IVIg group exhibited weaker positive signals for  $\gamma$ H2AX and CC3 in the intestinal enteroids compared with the control group, while nuclear  $\beta$ -catenin localization and the expression of its downstream target c-Myc showed no significant increase, and OLFM4 expression was elevated (Figures S5D–S5E).

At 48 h post-irradiation, only faint nuclear  $\beta$ -catenin staining was observed, which was markedly enhanced by IVIg treatment (Figures 6H and 6I). These results indicated that IVIg promotes the repair of ISCs through the  $\beta$ -catenin pathway, with the key mechanism being the promotion of  $\beta$ -catenin nuclear translocation. The absence of  $\beta$ -catenin activation in the acute phase suggests that IVIg may also act directly via a Wnt-independent cytoprotective mechanism.

#### Blocking $\beta$ -catenin signaling abolishes the protective effect of IVIg on ISCs after TAI-induced intestinal injury

To inhibit  $\beta$ -catenin signaling, the mice were intraperitoneally injected with 15 mg/kg methyl 3-[(4-methylphenyl)sulfonyl]amino}benzoate (MSAB), a  $\beta$ -catenin inhibitor (Hwang et al., 2016), once daily for 2 consecutive days before TAI. The IHC staining results revealed a significant decrease in  $\beta$ -catenin expression in the intestines of the MSAB-treated mice compared with that in the control group, whereas H&E and PAS staining showed no observable histological changes in the mice after 2 days of pretreatment with MSAB (Figure S6). On day 3 following TAI and MSAB treatment, the mice were sacrificed. The gross images of the intestines showed that the protective effect of IVIg against TAI-induced intestinal damage in the mice was noticeably abolished because of the injection of MSAB (Figures 7A and 7B). H&E staining showed that the intestines from the MSAB-treated mice were worse than those from the TAI/IVIg mice (Figure 7C), with a notable decrease in the villus height observed in the MSAB group (Figure 7D).

*In vitro* experiments showed that after optimizing the concentration of MSAB to inhibit the growth of enteroids (Figures S7A and S7B), the protective effect of IVIg on irradiation-treated enteroids disappeared after the addition of MSAB (Figures S7C and S7D). The IF staining results indicated the presence of a higher number of  $\gamma$ H2AX<sup>+</sup> and CC3<sup>+</sup> cells in the TAI/IVIg/MSAB group than in the TAI/IVIg group (Figures 7E and 7F). In addition, the number of TUNEL<sup>+</sup> cells in the TAI/IVIg/MSAB group was higher than that in the TAI/IVIg group (Figure S8). As shown in Figures 7G and 7H, there were fewer BrdU<sup>+</sup> and Ki67<sup>+</sup> proliferating cells in the TAI/IVIg/MSAB group than in the TAI/IVIg group. Compared with that in the TAI/IVIg group, the number of OLFM4<sup>+</sup> stem cells was also significantly decreased in the TAI/IVIg/MSAB group (Figures 7I and 7J).

## DISCUSSION

In both clinical practice and nuclear emergency preparedness, exploring potential drugs that can prevent crypt damage and promote epithelial repair and regeneration is critical to mitigating radiation damage (Leibowitz et al., 2021; Reynolds et al., 2014). However, finding suitable candidates that are devoid of significant side effects poses a challenge (Ren et al., 2016; Wang et al., 2020). In our previous study, IVIg was shown to exert anti-radiation effects by regulating the intestinal microbiota (Wang et al., 2023). As a widely used blood product with a favorable safety profile and wide clinical applications, IVIg has attracted our attention.

In this study, we found that IVIg administration following TAI modulated the inflammatory response in the small intestine of the mice. Additionally, IVIg treatment was shown to alleviate oxidative stress, reduce DNA damage in cryptal cells, and attenuate apoptosis and pyroptosis in cryptal epithelial cells, thereby mitigating TAI-induced intestinal damage (Figures S1 and S2). In addition, IVIg could promote cell proliferation in intestinal crypts and the differentiation of intestinal epithelial cells (Figure 3). Furthermore, we validated the reliability of the radio-protection effects of IVIg *in vitro* by using a mouse enteroid model (Figure 4), which suggested that IVIg could directly impact the intestinal epithelial cells. Notably, IVIg treatment enhanced cell proliferation during crypt regeneration in mice with RIE. In addition, IVIg treatment promoted the survival of OLFM4<sup>+</sup> and LGR5<sup>+</sup> ISCs (Figure 5). Finally, we found that IVIg enhanced the process of intestinal regeneration after RIE by promoting ISC-mediated crypt regeneration and repair by facilitating the nuclear translocation of  $\beta$ -catenin (Figures 6 and 7).

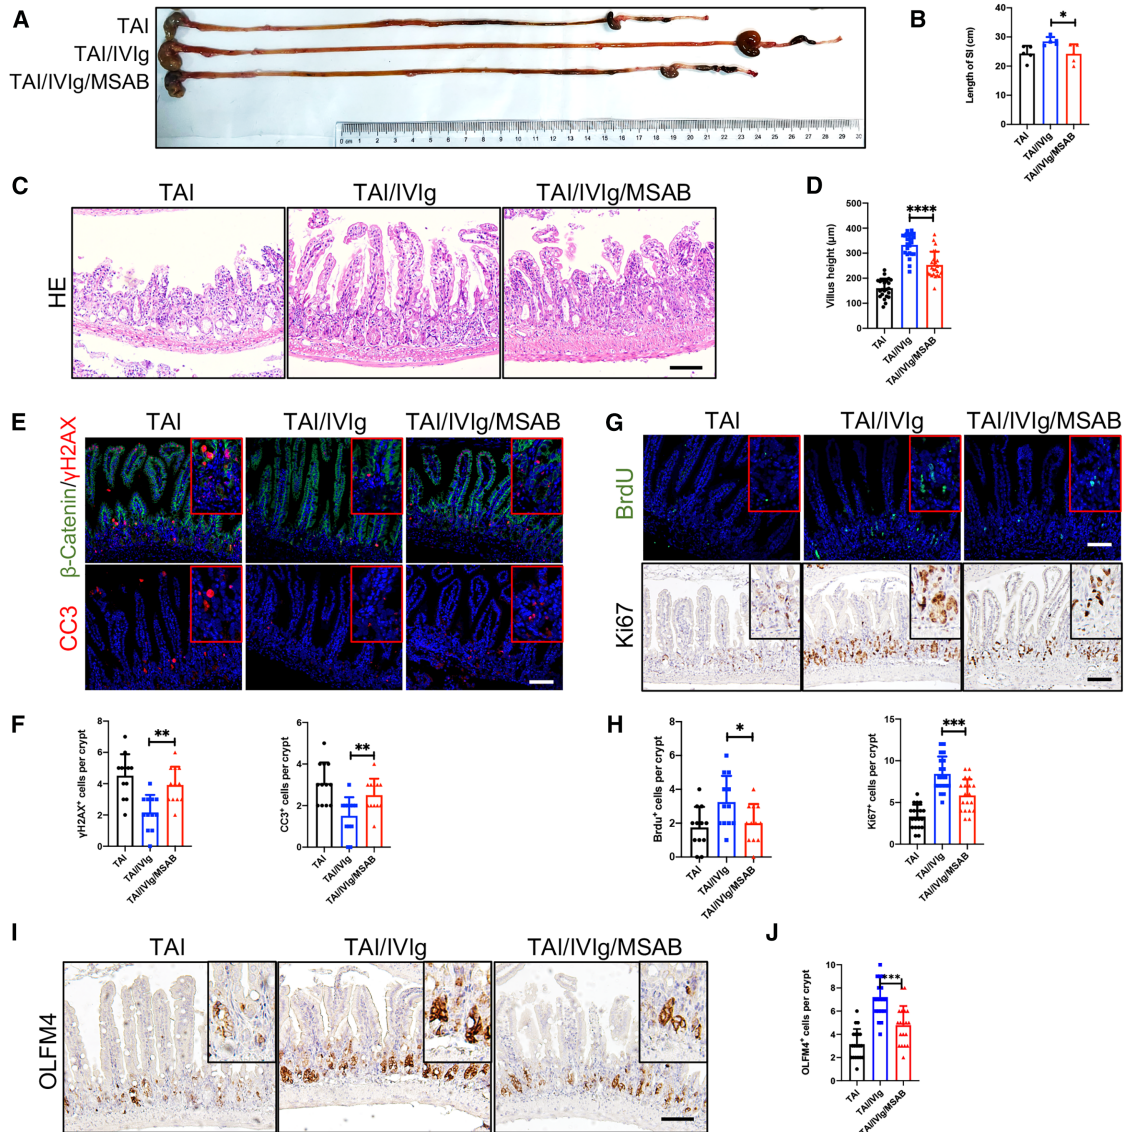

**Figure 7. Blocking of the  $\beta$ -catenin pathway abolished the protective effects of IVIg on TAI-induced intestinal damage**

(A) Representative images of mouse intestines on day 3 after TAI irradiation.  
 (B) Statistical analysis of small intestinal length;  $n = 5$  mice.  
 (C) Representative images of small intestinal H&E staining (scale bars, 100  $\mu$ m).  
 (D) Statistical analysis of small intestinal villus height;  $n = 12$  crypts.  
 (E) Images of  $\gamma$ H2AX/ $\beta$ -catenin staining and CC3 immunofluorescence in mouse intestines (scale bars, 100  $\mu$ m).  
 (F) Quantitative analysis of  $\gamma$ H2AX-positive and CC3-positive cells;  $n = 12$  crypts.  
 (G) Representative images of BrdU-positive and Ki67-positive cells in the mouse small intestine (scale bars, 100  $\mu$ m).  
 (H) Quantitative analysis of BrdU-positive and Ki67-positive cells;  $n = 12$  crypts.  
 (I) Representative images of OLFM4-positive cells in the mouse small intestine (scale bars, 100  $\mu$ m).  
 (J) Quantitative analysis of OLFM4-positive cells;  $n = 12$  crypts.  
 \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

Rapid-cycling ISCs serve as the primary source for daily renewal of the intestinal epithelial cells. However, ISCs are fragile and susceptible to damage from a range of detrimental factors, such as ischemia, infection, and radiation

exposure (Gregorieff et al., 2015). Numerous studies have increasingly demonstrated the significance of ISC survival following radiation exposure for the regeneration of epithelial cells and recovery of gastrointestinal mucosal

barrier function (Gong et al., 2016; Metcalfe et al., 2014; Saha et al., 2016). LGR5<sup>+</sup> cryptal basal columnar cells are widely recognized as active ISCs that play a crucial role in the regeneration of the intestine after radiation exposure (Metcalfe et al., 2014). Additionally, OLFM4 can serve as a valuable marker for identifying active ISCs in both the human small intestine and colon, as it labels a broader range of positive cells than LGR5 (van der Flier et al., 2009). When RIE occurs, IVIg protects LGR5<sup>+</sup> and OLFM4<sup>+</sup> stem cells in the mice intestine, thereby promoting damage repair of the intestinal epithelium (Figures 5A–5E). Lineage tracing of the LGR5 intestinal trunk also indicated that IVIg had an effective protection against the differentiation of LGR5<sup>+</sup> ISCs and their daughter cells (Figures 5F and 5G).

To uncover the potential signaling pathways through which IVIg acts on ISC proliferation and crypt growth after radiation-induced injury, we analyzed transcriptomic data for small intestinal tissues and found that the Wnt signaling pathway was significantly enriched (Figures 6A–6F). Previous studies have consistently demonstrated that the Wnt/ $\beta$ -Catenin pathway is closely related to stem cell control, disease development prognosis, and ISC repair after injury (He et al., 2004; Nusse and Clevers, 2017; Yan et al., 2017). Three days after irradiation, the activation of the small intestinal  $\beta$ -catenin pathway and nuclear translocation of the  $\beta$ -catenin protein are most prominent (Jang et al., 2022; Yang et al., 2021). Studies have reported that IVIg activates  $\beta$ -catenin and upregulates *Wnt5a* secretion in human dendritic cells, and the activation of  $\beta$ -catenin by IVIg requires intact IgG molecules and LRP5/6 co-receptors (Karnam et al., 2020).

In the present study, we found that IVIg administration accelerated the nuclear translocation of the  $\beta$ -catenin protein, causing it to occur much earlier (one day vs. three days after irradiation) both *in vivo* and *in vitro*. These results indicated that IVIg accelerated repair and regeneration of the small intestine in mice with TAI and rapidly initiated the repair program following radiation injury. This may provide an explanation for the heightened activation of the  $\beta$ -catenin signaling pathway in mice from the TAI/IVIg group on day 1 after radiation exposure, which subsequently significantly decreased by day 3, with protein levels similar to those of the TAI group (Figure 6). However,  $\beta$ -catenin is not activated during the acute injury phase, suggesting that IVIg may also exert a direct, Wnt-independent cytoprotective effect, whose early protective mechanism remains to be elucidated (Figures S5D and S5E). Furthermore, it was confirmed that the IVIg-mediated repair and regeneration in the small intestine were significantly attenuated when the  $\beta$ -catenin pathway was inhibited by MSAB, revealing that the  $\beta$ -catenin signaling pathway is important for the

protective effects of IVIg against irradiation. In addition, we demonstrated that the protective effect of IVIg on irradiated intestinal epithelium is dependent on the Fc fragment and requires IVIg-specific properties in the intestinal organoid model (Figure S6).

While this study made several intriguing discoveries, it also has certain limitations. First, IVIg consists of thousands of antibodies, which pose challenges to the identification of specific antibodies responsible for its protective effects on ISCs. Meanwhile, the complexity of IVIg limits our ability to completely block its biological effects using chemical inhibitors. Consequently, we employed only MSAB, an inhibitor of  $\beta$ -catenin signaling, to block the downstream pathway regulated by IVIg. Moreover, IVIg products may vary slightly depending on plasma donor populations and regional sources used for IVIg manufacturing. Thus, there may be more or less differences in the experimental effects.

## RESOURCE AVAILABILITY

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through the accession number GEO: GSE329124. Additional data, materials, and related protocols will be available upon request from the corresponding author (Zongkui Wang) to comply with institutional ethics regulations.

## ACKNOWLEDGMENTS

This work was supported by Science & Technology Department of Sichuan Province (2026NSFSC0545 and 2025ZDZX0043), CAMS Innovation Fund for Medical Sciences (CIFMS, 2021-I2M-1-042) and Scientific Research Project of Sichuan Medical Association (Q22009). In addition, we are grateful to Yang Liu from the Biomedical Analysis Center, Army Medical University, for his technical support during the experiments.

## AUTHOR CONTRIBUTIONS

D.L., C.L., Z.W., and J.H. conceived and designed the study, conducted animal experiments, analyzed and interpreted the data, and drafted the manuscript; T.C., P.J., L.M., and Z.X. conducted some animal studies; T.C., F.L., P.F., X.D., and Z.X. analyzed the data and interpreted the results; J.X. and L.C. provided statistical and graphic editing support; D.L., C.L., and Z.W. revised the manuscript. All authors have read and approved of the final manuscript.

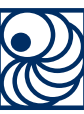

## DECLARATION OF INTERESTS

The authors declare that they have no conflict of interest.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS**
  - Animals
  - Enteroid cultures
- **METHOD DETAILS**
  - Radiation protocol
  - IVIg treatment and experimental grouping
  - Tissue collection and immunostaining
  - TUNEL staining
  - Lineage tracing of LGR5<sup>+</sup> ISCs
  - Crypt isolation and enteroid culture
  - Western blotting
  - Transcriptome analyses
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Statistical analysis and Blinded Assessment

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.stemcr.2026.102934>.

Received: December 8, 2025

Revised: May 5, 2026

Accepted: May 6, 2026

Published: June 4, 2026

## REFERENCES

Bensemmane, L., Squiban, C., Demarquay, C., Mathieu, N., Bendritter, M., Le Guen, B., Milliat, F., and Linard, C. (2021). The stromal vascular fraction mitigates radiation-induced gastrointestinal syndrome in mice. *Stem Cell Res. Ther.* *12*, 309. <https://doi.org/10.1186/s13287-021-02373-y>.

Bhutta, B.S., Fatima, R., and Aziz, M. (2023). Radiation Enteritis (StatPearls).

Bussel, J.B., Vander Haar, E.L., and Berkowitz, R.L. (2021). New developments in fetal and neonatal alloimmune thrombocytopenia. *Am. J. Obstet. Gynecol.* *225*, 120–127. <https://doi.org/10.1016/j.ajog.2021.04.211>.

Charlet, R., Sendid, B., Kaveri, S.V., Poulain, D., Bayry, J., and Jahara, S. (2019). Intravenous Immunoglobulin Therapy Eliminates *Candida albicans* and Maintains Intestinal Homeostasis in a Murine Model of Dextran Sulfate Sodium-Induced Colitis. *Int. J. Mol. Sci.* *20*, 1473. <https://doi.org/10.3390/ijms20061473>.

How the deposited data were processed for this re-analysis (not part of the article)

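Jejunal RNA of 9 mice was analysed, 3 in each of the control, TAI and TAI/IVIg groups, taken on day 3 after 12 Gy of TAI, with 500 mg/kg of IVIg in the last group. Groups and replicate numbers came from the sample labels and the paper's methods. Neither states what a shared number means. Deviations from the group means correlated at 0.271, 0.241 and 0.308 between control and TAI mice of the same number, and at -0.296 to 0.201 between TAI/IVIg mice and the mice of the same number in the other groups. Values of similar size occurred with either sign, and other pairings of the mice were not compared, so whether the numbers pair any mice stays open. The fit has no term for the numbers, with a replicate block run as an alternative. The authors deposited FPKM values, a column per mouse, without pooling. The paper's text names the company that sequenced the RNA, an online analysis system for the DEGs, the Mfuzz package for the clusters and the DAVID system for GO and KEGG terms, and it does not name the aligner, the genome build, the annotation, the filter or the test behind the DEGs. All 9 columns were used (0 columns were left out).

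The table lists 31685 genes, and 0 of them are at 0 in all libraries. Each gene's FPKM values were compared with whole multiples of a single step per library. All 31685 genes gave whole reads, 100% of the values, up to a common factor per gene, which was needed for 281 genes. The recovered totals ran from 16282129 to 18241963 reads (median 17310189), and the groups' ranges overlapped. The sum of the recovered reads differed from the total behind the FPKM values by at most 0.016%. At this depth a gene of low FPKM rests on few reads, which are given beside the genes with the fewest reads. Gene symbols were taken from a table of gene names by Ensembl identifier, which paired 31146 of the identifiers. No coordinates are printed because the values name no genome build.

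FPKM values were taken as the authors scaled them, and log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, with a term per group, all 9 mice in the fit and a trended empirical Bayes step. Genes with an FPKM of at least 1 in at least 3 mice were tested, 13056 in all, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes past an unadjusted p of 0.05 and an absolute log2 fold change of 1, the lines drawn in Fig. 6B, were counted as well. Genes were clustered with fuzzy c-means from e1071 1.7.16, with 8 clusters and the fuzzifier formula of Mfuzz, each gene going to the cluster of its highest membership, and the clusters were paired with those of Fig. 6A by correlation with profiles read by eye. Gene lists were written by hand before the data were examined, 33 in all, because GO and KEGG annotation was not used here. Which of them the text reports beside the Fig. 3H and Wnt lists was chosen after exploratory fits, so their counts past a threshold are optimistic. They were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. The share of a list in the overlapping genes was tested with a one-sided Fisher's exact test against the genes tested. That test treats genes as independent, so its p can be too small where genes vary together between mice. Comparisons of list means between groups used two-sided exact permutation tests.

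The steps were tested on simulated reads drawn from the means, library sizes and within-group spread of the sequenced mice. Of 200 changed genes, 175 were called (87.5%), 175 with the right sign, and 16 unchanged genes were called among 13027 tested. Of 100 unchanged lists, camera gave 0 and fry 4 an unadjusted p under 0.05, and both found 100 of 100 changed lists. The changed genes had a mean FPKM of at least 5 and an absolute log2 fold change over 1, and the changed lists held such genes beside unchanged ones. Smaller changes and changes of genes with lower FPKM were not simulated. The simulated genes were independent of each other, so this did not test camera where genes of a list vary together between mice. Of 6000 genes made from the 3 profiles, among 12000 clustered, 86.5% were placed in the matched clusters.

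The genes named in the text were set before the data were examined, as every gene of Fig. 3H and every gene the paper names (of which 1 is not reported here and those below the filter are given as values only), the 5 largest rises and falls past the adjusted threshold without overlap between mice in TAI/IVIg against TAI and in TAI against control (or the smallest unadjusted p where fewer passed), and up to 3 members in each direction of a list that the text reports. Other genes named say that they were chosen after their values were seen. The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, library medians set equal, quantile normalization, a fit of the 6 mice compared, no trend, a replicate block, other cluster numbers and memberships, fry and an estimated correlation, and each mouse left out in turn. Limma voom on the recovered reads, with total or median-ratio library sizes, was added after seeing the data.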

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

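The counts and largest rises in TAI against control and the tests of the gene lists were set before the data were examined. So were the fits without a mouse. That the enterocyte list is reported here was chosen after exploratory fits. All other tests in this part were chosen after the results they bear on had been seen.

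The paper draws clusters over all 3 groups but reports no genes of TAI against control, and a signal appears there. With a limma adjusted p under 0.05, 1150 genes were higher in TAI than in control. The 5 largest rises among genes whose mice did not overlap were Cyp3a11 (log2 fold change 5.40, adjusted p = 4.18e-05), 2010109I03Rik (5.27, adjusted p = 0.000207), Mbl2 (5.17, adjusted p = 0.000716), Ada (5.12, adjusted p = 0.000385) and Slc28a2 (4.91, adjusted p = 0.000315). Ada went from 40.7 ± 15.5 FPKM (SD, n = 3) in control to 1491 ± 720 FPKM (SD, n = 3) in TAI, and Cyp3a11 went from 0.548 ± 0.434 to 63.1 ± 7.24 FPKM (SD, n = 3 in each group). Mbl2 rested on 1, 5 and 4 reads in the control mice, and Cyp3a11 belongs to a family of similar genes whose reads can be shared. In TAI/IVIg against TAI, these genes had log2 fold changes between -0.29 (2010109I03Rik) and 1.55 (Mbl2, adjusted p = 0.36).

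The count depends on the authors' normalization. Setting the library medians equal can only raise it, because the median over all genes was lower in TAI, so the same shift was applied in the opposite direction, which left 684 higher genes. Genes passed in both directions under each scaling, 1807 higher and 1892 lower with library medians equal, and 684 and 4643 with the opposite shift. A shift common to all genes of a library cannot by itself part rising from falling genes. This argues against scaling as the whole cause of the difference between TAI and control. The number of higher genes stays open to a larger error of scaling, since the values are relative to each library's total. Removing each library's trend with GC content and gene length while keeping its overall level, over 99.2% of the genes tested, gave 1148 higher genes, and 1199 in the fit with the replicate block, which argues against such a bias as the whole cause. The totals of the control and TAI libraries overlap, so depth does not separate them. Of the 10 splits of the 6 mice into groups of 3, only the real split (1 of 10) gave as many genes past the threshold, and the other splits gave 0 or 1 (0 in the 3 others that also part every same-numbered pair), although 10 splits can give no share under 0.10. Without TAI mouse 1 the count was 698. What also stays open is the irradiation itself, which the design names, and the mix of cells in the tissue. A list of enterocyte markers had a median log2 fold change of 0.74 in TAI against control (camera adjusted p = 1.09e-10, fry adjusted p = 0.0088), so a larger share of enterocyte RNA may lie behind part of the rise, as a hypothesis that was not tested further. Cyp3a11 is a member of that list.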

How the results depend on the processing

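The fits by limma voom were chosen after the data were seen, and the other alternatives were set before. Causes of the changes below were not tested, except where fewer genes or mice entered.

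In TAI/IVIg against TAI, 0 genes were higher at an adjusted p under 0.05 in every alternative run. The lower genes were 0 except with no filter, where 4 passed (Gm44589, Hba-ps4, AC122861.3 and a gene with no symbol), each with at most 1 read in any mouse, and with the replicate block, where 3 passed (Itln1, Tspan1 and Cbx3-ps8, adjusted p from 0.0422 to 0.0487). These genes were named after their values were seen. The replicate block gave 1191 higher and 3672 lower genes in TAI against control. Deviations of same-numbered mice correlated at 0.241 to 0.308 between control and TAI, and at -0.296 to 0.201 with the TAI/IVIg mice. These values do not settle whether the numbers pair mice. The block changed no other call of a count or list by over 1.5 times.

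For genes past both lines of Fig. 6B, 22 higher and 227 lower, the counts were 41 and 645 with a pseudocount of 0.1, 46 and 160 with median scaling, 44 and 143 with quantile normalization, 37 and 756 with voom, and 85 and 290 with voom and median-ratio sizes. A mean FPKM of at least 5 left 11 higher genes because fewer genes were tested. Leaving out each mouse gave 9 to 69 higher and 90 to 478 lower genes, the lowest without TAI/IVIg mouse 3 and the highest without TAI/IVIg mouse 1.

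In TAI against control, the 1150 higher genes became 1807 with median scaling and 1994 with quantile normalization, and leaving out each mouse gave 698 to 1305. The 3411 lower genes became 1892 with median scaling, 2109 with voom and median-ratio sizes, and 2231 with a mean FPKM of at least 5, with 1645 to 3597 across the fits without a mouse. In TAI/IVIg against control, the 1183 higher genes became 2406, 2407 and 2409 with median scaling, quantile normalization and voom with median-ratio sizes, and the 4880 lower genes 2388, 2253 and 2237, or 2465 with a mean FPKM of at least 5. Without a mouse the range was 918 to 1162 higher and 3350 to 4994 lower.

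The 3753 genes of the 3 clusters became 9563 with no filter, 1097 with a mean FPKM of at least 5, 1920 with 10 clusters, 820 with a membership of at least 0.5 and 1664 with genes that differed across groups, and ran from 2206 to 3996 without a mouse. With a mean FPKM of at least 5, with 6 or 10 clusters and without TAI/IVIg mouse 1, clusters 2 and 6 were paired with the same cluster, so these totals and their overlaps come from 2 clusters. The overlap of 165 became 417 with a pseudocount of 0.1, 100 with a mean FPKM of at least 5, 70 with 10 clusters, 41 with a membership of at least 0.5 and 0 with an adjusted p, and ran from 68 to 228 without a mouse.

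The median of the Fig. 3H list stayed negative in every alternative run, from -0.34 to -0.08, and from -0.32 to -0.16 without a mouse, with no camera or fry p under 0.05. The Wnt pathway list reversed from -0.11 to 0.057 with median scaling, 0.034 with quantile normalization and 0.15 with voom and median-ratio sizes. Its p was 0.00881 with no filter (median -0.10) and 0.0469 with fry (median -0.11), and without a mouse the median ran from -0.15 to -0.09. Of the other lists, 3 were higher and 14 lower by camera's adjusted p. The higher lists numbered 1 with quantile normalization and 0 with fry, the lower lists 8 with a mean FPKM of at least 5 and 0 with fry, and without a mouse there were 1 to 4 higher and 10 to 15 lower. Named after their values were seen, the lower lists included intestinal stem cell genes (median -0.54, 10 of 11 lower), regeneration and fetal genes (-0.88, 21 of 21 lower) and p53 targets (-0.41, 24 of 28 lower). Their fry adjusted p was 0.128, 0.114 and 0.114, and their p with an estimated correlation 0.222, 0.0783 and 0.195.

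The correlation across genes between the TAI-control and TAI/IVIg-TAI changes, -0.037, was 0.048 with a mean FPKM of at least 5 and ran from -0.154 to 0.096 without a mouse.

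Single genes with small log2 fold changes in TAI/IVIg against TAI reversed. With median scaling these were Pcna 0.10, Fkbp1a 0.18, Mycbp 0.10, Lrp6 0.08, Ctnnb1 0.10, Chga 0.073, Gsk3b 0.10 and Lrp5 0.16. With quantile normalization they were Pcna 0.013, Fkbp1a 0.016, Mycbp 0.13, Lrp6 0.13, Chga 0.028, Gsk3b 0.057 and Lrp5 0.14. With voom and median-ratio sizes they were Pcna 0.19, Fkbp1a 0.27, Mycbp 0.19, Lrp6 0.18, Ctnnb1 0.19, Chga 0.16, Gsk3b 0.20 and Lrp5 0.26. Leaving out each mouse gave ranges across 0 for Pik3r1 (-0.045 to 0.094), Slbp (-0.01 to 0.062), Tle1 (-0.077 to 0.238), Pcna (-0.228 to 0.017), Chgb (-0.526 to 0.066), Fkbp1a (-0.035 to 0.063), Lrp6 (-0.215 to 0.082), Ctnnb1 (-0.191 to 0.009) and Lrp5 (-0.109 to 0.072). Of the other lists' results, 12 were weaker under an alternative and 14 more with a mouse left out. Depth may also limit the genes of few reads, such as Mki67 with 55 to 172 reads in the irradiated mice, which was not tested.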

Differences from the paper's values

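The alternatives that use limma voom were chosen after the values were seen.

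The number of DEGs between TAI/IVIg and TAI was 249 with an unadjusted p under 0.05 and an absolute log2 fold change over 1, against the paper's about 690 in Fig. 6C, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 686 genes and leaving out TAI/IVIg mouse 1 gave 547, both within 1.5 times of the paper's value, and the others gave from 99 to 425 genes. Limma voom on the recovered reads, chosen after seeing the values, gave 793 genes, and with median-ratio library sizes 375. With a pseudocount of 0.1 the overlap with the 3 clusters was 417 genes against the paper's 161, while with a pseudocount of 1 it was 165.

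Fig. 3H draws most of its 13 genes higher in TAI/IVIg than in TAI, and the paper states that IVIg raised proliferation genes. Here 11 of the 13 genes had a lower mean on the log2 scale in TAI/IVIg, with a median log2 fold change of -0.29, and Mki67 was at -0.31. Pcna, Fkbp1a and Mycbp were positive with library medians set equal (0.10, 0.18 and 0.10). In Fig. 6A the profile of cluster 7 returns to the control level in TAI/IVIg, whereas the closest cluster here had a centre of -0.18 in TAI/IVIg against 1.06 in control and -0.88 in TAI. This difference rests on TAI/IVIg mouse 1, without which the centres were 0.485 in control, -1.121 in TAI and 0.635 in TAI/IVIg. Without each other mouse in turn the TAI/IVIg centre ran from -0.263 to -0.05.

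Fig. 6E lists Wnt signaling among the enriched pathways. A Wnt list written by hand had 3 of 165 overlapping genes, with a one-sided Fisher's exact test p of 0.127. The test reached 0.0201 when only genes that differed across the groups were clustered, and 0.0333 without control mouse 2, both set before the data were examined, and the other alternatives gave from 0.0518 to 1. A list of Wnt targets had 2 of the 165 genes (Mmp7 and Myc, named after their values were seen) and an adjusted Fisher's exact p of 0.0328. Mmp7 and Myc were lower in TAI/IVIg than in TAI. Over the target list 2 genes were higher and 12 lower, with a median log2 fold change of -0.68. The camera adjusted p was 0.0229, the fry adjusted p 0.114 and the p with an estimated correlation 0.218.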

Other observations

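The correlation across genes, with its separate TAI mice, and the tests of the gene lists were set before the data were examined, but which lists the text reports beside the Fig. 3H and Wnt lists was chosen after exploratory fits, which makes their counts past a threshold optimistic. All other tests in this part, what each was expected to show and the limits it was held against were chosen after the results had been seen, and the pattern of the stromal lists was worded anew after its values were seen.

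By its colours, Fig. 3H draws 12 of its 13 genes higher on average in TAI/IVIg, while 11 of the 13 were lower in the values. A mislabelled sample was weighed by comparing the drawn colours with the FPKM values. In the order of the labels the mean correlation per gene was -0.082, and with the mice in any order within their groups at most 0.024. It was at most 0.296 with TAI and TAI/IVIg exchanged and at most 0.437 over 60480 orders of 6 of the 9 libraries (0.443 on log2(FPKM + 1)), a highest value picked from many orders. A mislabelled sample is neither shown nor excluded by this, the sample labels were kept, and which values or samples the figure was drawn from stays open.

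Splits of the mice. There are 10 ways to split 6 mice into groups of 3, the real split included, so no share under 0.10 can be had. For TAI/IVIg against TAI, 10 of the 10 splits gave as many genes with an adjusted p under 0.05, because each gave 0, and 1 of 10 gave as many genes past both lines of Fig. 6B (249 in the real split, up to 210 in the others). The overlap with the 3 clusters was as large in 2 of 10 splits (183 genes in the other), and the number of genes in the 3 clusters in 1 of 10. The Fig. 3H list moved as far in 2 of 10 splits, and the Wnt pathway list in 2 of 10. Relative to all genes, the Paneth, fibroblast and matrix, Wnt negative regulator, goblet, enterocyte and endothelial lists moved as far in 1 of 10, the cell cycle and inflammation lists in 2 of 10, the smooth muscle list in 3 of 10, the enteric neuron and glia list in 4 of 10 and the interferon list in 5 of 10. The Paneth list moved by 2.41 in the real split and by 2.13 and 2.01 in 2 others. The other lists past camera's adjusted threshold numbered 17 in the real split, and 1 of 10 splits gave as many, but the other splits gave from 4 to 16. A camera call in these mice therefore carries little weight, and 0 lists passed fry's adjusted threshold. In TAI/IVIg against control, 1 of the 10 splits gave as many genes past the adjusted threshold.

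More genes were lower than higher in TAI/IVIg than in TAI, 227 against 22 past both lines of Fig. 6B. With library medians set equal 77.7% of such genes were lower (from 69.6% to 84.4% when a TAI or TAI/IVIg mouse was left out), and with each library's trend with length and GC content removed 80.5% were lower, which argues against the authors' normalization and against such a bias as the whole cause for genes of large change. Each TAI/IVIg library also had fewer genes above 0 (22111 to 23792) than each TAI library (23929 to 24723), although their read totals overlapped. Whether a difference between the libraries themselves lies behind the split was not tested and stays open.

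The Paneth cell list, of 18 marker genes, was lower in TAI/IVIg than in TAI in 18 of 18 genes, with a median log2 fold change of -2.54. Its mean per mouse was 6.30 ± 0.67 (SD, n = 3) in TAI, 3.88 ± 1.37 (SD, n = 3) in TAI/IVIg and 5.57 ± 1.21 (SD, n = 3) in control, in log2(FPKM + 1), without overlap between TAI and TAI/IVIg (two-sided exact permutation test, p = 0.10). None passed over all genes tested, all 18 passed adjusted over the list alone (an optimistic count for a list chosen after its values were seen), fry gave p = 0.0333 and the estimated correlation p = 0.130. Mmp7 is in the Wnt lists too. Lyz1 was at 748 ± 427 FPKM (SD, n = 3) in TAI and 161 ± 181 FPKM (SD, n = 3) in TAI/IVIg (log2 fold change -2.74, limma adjusted p = 0.353). The authors' normalization is argued against by a median of -2.46 with library medians set equal, which took away 0.076, and reads shared between paralogs by a median of -2.33 over the 7 members outside the defensin and lysozyme families. A larger share of enterocyte RNA would lower the markers of other cells alike, but the Paneth list fell by 2.25 more than the tuft cell list (value -2.25), beyond the spread between mice. A change in Paneth cells or in their transcripts stays open as a hypothesis, and a sampling difference along the jejunum was not tested. The paper reports more lysozyme-positive cells in TAI/IVIg than in TAI tissue (Fig. 3G), the opposite direction, and does not say whether the stained and the sequenced mice were the same. The goblet cell list also fell (median -0.62, 18 of 18 genes lower, 14 of them past the threshold adjusted over the list alone, limma fry adjusted p = 0.114), and the enterocyte list rose (median 0.27, 24 of 30 genes higher, limma fry adjusted p = 0.313), with 0.44 without TAI/IVIg mouse 1. The tuft cell list had a median of -0.12.

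The fibroblast and matrix list fell by a median of 0.89 on the log2 scale (value -0.89). If the TAI/IVIg pieces held a lower share of muscle and stromal tissue, the smooth muscle, endothelial and enteric neuron and glia lists would fall too. They did, with medians of -1.04, -0.61 and -0.48, and the smallest of these falls, relative to all genes, was -0.348. This is consistent with a lower share of such tissue in the TAI/IVIg libraries, as a hypothesis, and it cannot exclude a change of expression within those cells. In 2 other splits of the mice the smooth muscle list moved further than in the real one (0.910 relative to all genes). The fall depends in part on TAI/IVIg mouse 3, without which the 3 medians were -0.53, -0.39 and -0.26, and none of the 3 lists held under an estimated correlation (p from 0.166 to 0.351).

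The interferon list, 30 genes, was lower in TAI/IVIg with a median of -0.90, but the spread between mice was 1.46 on the log2 scale in the TAI/IVIg group (limma fry adjusted p = 0.379). Without TAI/IVIg mouse 1 the median was -1.57, and without TAI/IVIg mouse 3 it was -0.096, which is consistent with a value set by that library. Setting library medians equal left -0.719 and took away 0.179 (0.127 to 0.253 with a mouse left out), and quantile normalization left -0.836, which argues against the authors' normalization as the whole cause. Other splits moved the list as far, 5 of 10 with the real one. The inflammation list had a median of -0.65 (limma fry adjusted p = 0.225), and -0.42 without TAI/IVIg mouse 3. Il1b was at 3.62 ± 1.41 FPKM (SD, n = 3) in TAI and 1.58 ± 1.05 FPKM (SD, n = 3) in TAI/IVIg (limma adjusted p = 0.364).

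A hypothesis was that IVIg moves genes changed by TAI back toward control, which predicts an inverse relation across genes. The correlation across the 13056 genes was -0.037, and genes are not independent replicates. Both changes share the TAI mice, and 100 simulated sets of unchanged groups gave a mean of -0.501 (from -0.936 to 0.76), 11 of them as high as observed. With the changes computed on separate TAI mice, the correlation averaged 0.055 over 6 pairs of sets (from -0.1 to 0.142), a range across 0, so the hypothesis was neither borne out nor excluded.

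Values of other genes that the paper names follow. Fabp1 was at 1238 ± 281 FPKM (SD, n = 3) in TAI and 3509 ± 1793 FPKM (SD, n = 3) in TAI/IVIg (log2 fold change 1.35, limma adjusted p = 0.354). Olfm4 was at 27.5 ± 29.4 FPKM (SD, n = 3) in control, 1.62 ± 1.13 FPKM (SD, n = 3) in TAI and 0.449 ± 0.508 FPKM (SD, n = 3) in TAI/IVIg. Lgr5 was below the filter, at 0.622 ± 0.264 FPKM (SD, n = 3) in TAI and 0.543 ± 0.133 FPKM (SD, n = 3) in TAI/IVIg. Wnt3 was at 0.228, 0.779 and 0.196 FPKM in the TAI mice and 0.036, 0.230 and 0.194 FPKM in the TAI/IVIg mice, from 2 to 39 reads. Wnt6 was at 0.725 ± 0.0653 FPKM (SD, n = 3) in TAI and 0.928 ± 0.118 FPKM (SD, n = 3) in TAI/IVIg, and Wnt3a was not analysed here. Gsdmd was at 317 ± 19.3 FPKM (SD, n = 3) in TAI and 390 ± 27.5 FPKM (SD, n = 3) in TAI/IVIg, above every TAI mouse in 3 of 3 TAI/IVIg mice (log2 fold change 0.30, limma adjusted p = 0.452). H2afx had a log2 fold change of -0.28 (limma adjusted p = 0.632) and Wnt5a of -0.42 (limma adjusted p = 0.382). Il6 was at 0.578 ± 0.307 FPKM (SD, n = 3) in TAI, from 12 to 35 reads, and at 0.102 ± 0.0716 FPKM (SD, n = 3) in TAI/IVIg, from 2 to 8 reads. Ifng had 0 to 3 reads per mouse in both irradiated groups, Il17a 0 or 1 and Wnt9b 0 to 2.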
